# Evolution of Conserved Noncoding Sequences in *Arabidopsis thaliana*

**DOI:** 10.1093/molbev/msab042

**Published:** 2021-02-10

**Authors:** Alan E. Yocca, Zefu Lu, Robert J. Schmitz, Michael Freeling, Patrick P. Edger

**Keywords:** Molecular evolution, conserved noncoding sequence, intraspecific genomics

## Abstract

Recent pangenome studies have revealed a large fraction of the gene content within a species exhibits presence–absence variation (PAV). However, coding regions alone provide an incomplete assessment of functional genomic sequence variation at the species level. Little to no attention has been paid to noncoding regulatory regions in pangenome studies, though these sequences directly modulate gene expression and phenotype. To uncover regulatory genetic variation, we generated chromosome-scale genome assemblies for thirty *Arabidopsis thaliana* accessions from multiple distinct habitats and characterized species level variation in Conserved Noncoding Sequences (CNS). Our analyses uncovered not only PAV and positional variation (PosV) but that diversity in CNS is nonrandom, with variants shared across different accessions. Using evolutionary analyses and chromatin accessibility data, we provide further evidence supporting roles for conserved and variable CNS in gene regulation. Additionally, our data suggests that transposable elements contribute to CNS variation. Characterizing species-level diversity in all functional genomic sequences may later uncover previously unknown mechanistic links between genotype and phenotype.

## Introduction

Conserved noncoding DNA remains a highly understudied class of functional genomic features compared to protein-coding genes. Previous comparative genomic analyses in plants have identified stretches, generally 15–150 base pairs (bp) long (fig. 1*C*), of noncoding regions with identical (or near identical) sequence across distantly related species (Haudry et al. 2013; Burgess and Freeling 2014; Van de Velde et al. 2016). These sequences, commonly referred to as Conserved Noncoding Sequences (CNS), are regions in the genome displaying much higher similarity across different taxa than expected by chance. Background mutation and genetic drift purges nonfunctional sequences over long evolutionary distances. Therefore, sequence conservation above expectation implies purifying selection actively conserves these CNS. Indeed, Williamson et al. (2014) discovered elevated signatures of purifying selection in CNS regions compared to other classes of noncoding DNA in *Capsella grandiflora* (Brassicaceae). Previous studies demonstrated that CNS contain transcription factor binding sites (TFBSs) (Burgess and Freeling 2014; Van de Velde et al. 2014; Xie et al. 2018).

**Fig. 1.**
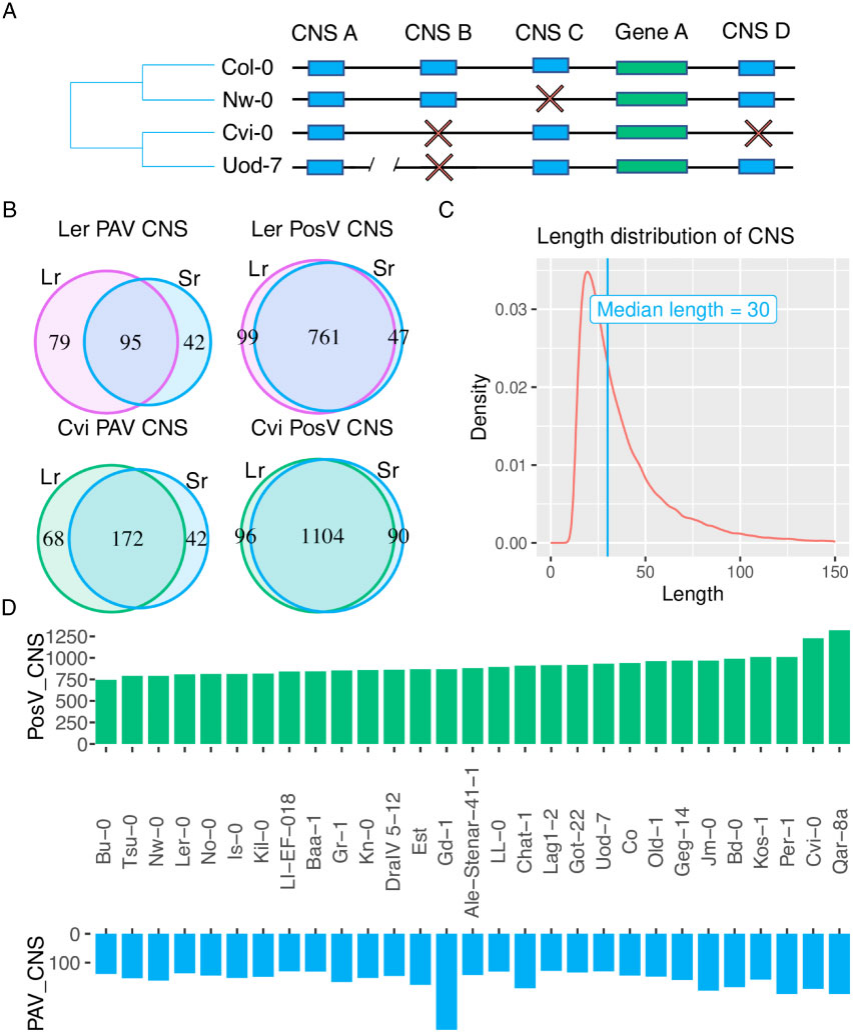
(*A*) A model depicting intraspecific variation in CNS content. Blue blocks represent conserved non-coding sequences (CNS) and green blocks represent genes. CNS may occur upstream or downstream genes. Red “X” characters depict the failure to identify a CNS in an A. thaliana accession in the position at which we find the CNS in the reference accession Col-0. CNS A in accession Uod-7 is found at a location other than where it is found in Col-0 as demarcated by the genomic position break. Therefore, in accession Uod-7, CNS A displays PosV. (*B*) Venn diagrams comparing the CNS variation observed in identical accessions between publically available long-read (Lr) genome assemblies and those generated with short-reads (Sr) in this study. (*C*) The length distribution in base-pairs of the 62,916 CNS studied here showing a minimum sequence length of fifteen base-pairs, and a median of thirty base-pairs. (*D*) A mirrored bar chart showing the number of PosV (top) and PAV (bottom) CNS identified in each accession in this study. Accessions are sorted by the number of PosV CNS.

TFBSs are typically 6–12 basepair (bp) long (Kulkarni et al. 2018). CNS can exceed this length, as they are thought to consist of arrays of TFBS capable of recruiting independent or cooperative transcriptional protein complexes. The length of CNS enables high confidence identification of orthologous *cis*-regulatory elements in other genomes. Querying genomes for TFBS alone results in a high false positive rate, as there are >30,000 expected occurrences of a given six bp sequence expected by chance even in the relatively small (∼135 Mb) *Arabidopsis thaliana* (Brassicaceae)genome. In contrast, there is less than one expected random occurrence of the shortest CNS (15 bp). TFBS colocalize with accessible chromatin in mammalian genomes, as do CNS as demonstrated previously in plants (Zhang et al. 2012; Van de Velde et al. 2016; Lu et al. 2017; Lai et al. 2017; Zhao et al. 2018; Lu et al. 2019; Ricci et al. 2019).

Genes experience a broad spectrum of selective forces potentially resulting in strong conservation (i.e., resisting deletion) (Birchler and Veitia 2012) or active removal from certain genomes (Sharma et al. 2018). Certain gene families are known to exhibit high birth–death dynamics, whereas other gene families are relatively stable in size (Edger and Pires 2009; Freeling 2009). Thus, some genes are present in all eukaryotes, whereas others may be lineage specific (Maere et al. 2005). Equivalently, a subset of CNS identified across Brassicaceae (Haudry et al. 2013) are identifiable across all surveyed angiosperms including *Amborella trichopoda* (Amborellaceae) (Burgess and Freeling 2014) whereas others are uniquely shared by only a subset of Brassicaceae.

Previous pangenome studies aimed to capture presence–absence variation (PAV) in transcribed regions to characterize the core and dispensable gene content (Golicz et al. 2016; Gordon et al. 2017; Montenegro et al. 2017; Hübner et al. 2019). These studies consistently find core genes (those present across most individuals within a species) are enriched in essential cellular processes, whereas dispensable genes often display higher mutation rates and are biased towards adaptive processes (e.g., response to the environment). We hypothesize dispensable CNS follow patterns observed for dispensable coding regions such as representing a pool of sequences contributing to adaptive processes and potentially important agronomic traits.

Though tens of thousands of CNS have already been identified in plant genomes, these comparisons are often performed between single representatives of select distantly related species. To our knowledge, the variation in CNS content across the genome of multiple individuals within a single species has never been addressed in plants. Here, we assembled chromosome-scale genomes for thirty *A. thaliana* accessions and leveraged one of the largest annotated CNS datasets (Haudry et al. 2013), to investigate the levels and patterns of intraspecific variation of CNS and the impact of this variation on gene expression in *A. thaliana*.

## Results

### What Proportion of CNS Vary within a Species?

CNS are typically identified through whole genome comparisons of single representative genomes of different species spanning various phylogenetic distances. Therefore, the variation of these sequences at the species level remains poorly understood, especially in plants. We investigated two main types of variation in CNS structure across multiple *A. thaliana* accessions: PAV and positional variation (PosV). We define PAV CNS as those present in the reference accession (Col-0), but absent in at least one other accession. PosV CNS are those which exist in a different locus in an accession relative to its position in Col-0. A model of intraspecific CNS variation is shown in figure 1*A*.

We investigated CNS present in the *A. thaliana* reference accession Col-0 identified by Haudry et al. (2013). These elements were identified through whole genome alignments of nine phylogenetically informative taxa within Brassicaceae resulting in a set of >60,000 CNS used in this study whose length distribution is shown in figure 1*C*. Regions were classified as CNS if they exhibited strong conservation across most investigated taxa. Conservation was measured using PhastCons (Siepel et al. 2005) resulting in CNS identified according to a likelihood score rather than presence or absence in a certain number of taxa. CNS were likely present in the majority of taxa as they required a high Phastcons score (>0.82) over at least seven nucleotides and did not include a region of more than twelve nucleotides with low PhastCons score (<0.55). As the Col-0 accession was the reference genotype for CNS identification, we did not investigate CNS present in other accessions which are absent in Col-0.

To investigate species level CNS variation, we first queried seven recently available long-read sequencing *de novo* genome assemblies for various *A. thaliana* accessions (tables S5 andS6, , Supplementary Material online; Jiao and Schneeberger 2020). As the set of query CNS were characterized for their presence in multiple different species across Brassicaceae spanning ∼32 million years of evolution (Edger et al. 2018), we expected little variation in these CNS at the species level. Each of these CNS were present in the *A. thaliana* reference accession Col-0. Indeed the vast majority of CNS are conserved in these seven other accessions. Of the 62,916 CNS investigated, we find an average of 209 (0.33%) and 951 (1.5%) CNS exhibit PAV and PosV, respectively, in each accession. However, querying seven accessions may be insufficient to capture the majority of the natural genetic variation occurring in these sequences as *A. thaliana* has a global distribution and at least nine definable genetic admixture groups (1001 Genomes Consortium 2016).

Therefore, we assembled the genomes of thirty *A. thaliana* accessions using a hybrid reference and de novo method (table S2, Supplementary Material online). This included assemblies for two accessions for which a long-read assembly was available for direct comparison (Ler-0 and Cvi-0). Our primary goal for comparing these long- and short-read assemblies was to assess the quality of the short-read genome assembly method and to identify high confidence PosV and PAV CNS. We find appreciable overlap in the PAV and PosV CNS identified between our assemblies and the long-read assemblies (tables S5 andS6, Supplementary Material online; fig. 1*B*). For example, roughly 84.9% of identified PosV CNS were shared between the long and short read assemblies for these two accessions. We observed lower (∼53.6%), but still significant (hypergeometric test *P*-value <2e–16) overlap in PAV CNS between the long- and short-read assemblies for these two accessions. This suggests that the overall quality of these short-read assemblies is sufficient for further analyses of these sequences.

Of the 62,916 CNS analyzed in the thirty short read genome assemblies, we find an average of 163 (0.26%; standard deviation = 41) and 910 (1.4%; standard deviation = 120) CNS exhibit PAV and PosV, respectively per accession (fig. 1*D*). These estimates are in line with those obtained using the long-read genome assemblies. Given the large number of CNS in the query set (62,916), this represents a definable class of sequence (>1,000 sequences per accession) with observable variation patterns. The subsequent analyses were performed on the larger set of 30 short-read assemblies.

Throughout the manuscript, CNS exhibiting PAV in at least one accession will be referred to as PAV CNS. A similar syntax will follow for CNS showing PosV in at least one accession. CNS in either of the aforementioned classes will be referred to as variable CNS, whilst those showing no variation are referred to as collinear CNS.

### Is CNS Variation Shared Among Accessions?

If PAV and PosV CNS occurred independently in each accession, we expect 4,567 and 21,699 different CNS to be lost and positionally variable, respectively in at least a single accession (, Supplementary Material online). In contrast to random expectation, we only observe 1,524 and 4,801 distinct CNS lost and positionally variable, respectively (figs. S1 andS2). About 56.6% of PAV and PosV CNS events are shared by multiple accessions (fig. S3). However, there is little overlap of PAV and PosV CNS. There are 118 CNS absent in at least one accession and positionally variable in at least one other accession (<10% of either set). This is not significantly different than expected by chance (hypergeometric test *P* = 0.4227782). We also investigated the correlation between PAV CNS, PosV CNS, and PAV gene counts. A stronger correlation exists between the number of PosV CNS and PAV genes (fig. S4; *R* = 0.81, *P*< 0.001) than PAV CNS (*R* = 0.62, *P*< 0.001). A weaker, yet still significant correlation, exists between PAV genes and PAV CNS (*R* = 0.36, *P*< 0.01).

Random subsampling of CNS analyzed in the 30 accessions indicates the majority of the natural common CNS variation is likely captured and is sufficient to investigate the functional consequences of this variation (figs. S1 andS2). Furthermore, there is strong observed overlap in variable CNS across accessions (figs. S3,S5, andS6), indicating there may be subclasses of CNS which are more likely to exhibit variation than others. This phenomenon is similar to certain types of gene families that often display copy-number variation (Rizzon et al. 2006; Dopman and Hartl 2007; Freeling 2009).

Lastly, similar to investigating gene PAV, sole consideration of a single reference genotype disables investigation of features completely absent in that reference. The *A. thaliana* reference genome Col-0 was used to identify CNS shared across Brassicaceae (Haudry et al. 2013). Therefore, there likely exist CNSs present in other accessions yet missing in the Col-0 reference. Though the identification of these sequences is beyond the scope of this study, one may posit the reference genotype Col-0 will contain comparable PAV and PosV figures relative to other accessions.

### Can CNS Structure Explain Environmental Associations Better than Population Structure?

Principal component analysis (PCA) was performed to examine similarities in CNS variation across accessions. PCA was performed separately using PAV CNS and PosV CNS as input. The first two principal components (PCs) for PAV CNS explained 10.8% and 8.29% of the total variance. Clustering accessions according to SNPs produced a topology similar to that constructed from PosV CNS information (fig. S7). Jointly using PAV and PosV CNS as clustering information produced topology similar to using PosV CNS alone.

We wanted to investigate whether clustering by CNS annotation aligns with bioclimatic variables obtained from WorldClim2 data (Fick and Hijmans 2017). Of the 19 bioclimatic variables obtained, strong correlations were observed (fig. S8). BIO1 (“annual average temperatures”) and “annual average precipitation” (BIO12) were selected as the best representatives of these variables as they were correlated with all other measures.

Before searching for associations, we must investigate the contribution of population structure to observed variation in CNS. Strong evidence exists for population structure and isolation by distance among accessions (1001 Genomes Consortium 2016; Nordborg et al. 2005; Platt et al. 2010; Hancock et al. 2011). Populations in close proximity exhibit greater similarity to neighbors than distant populations. Therefore, associations between the environment and genetic variants may simply reflect population structure. This relatedness must be accounted for in searches for such associations.

We evaluated the CNS PAV and PosV across samples relative to a neutral model of population structure generated from the first three axes of a whole genome SNP PCA (Zhang et al. 2010; RStudio Team 2020). This revealed that approximately 48% of the observed CNS PAV (Supp methods) could not be explained by the multiple linear model based predictor derived from PC1-3 of population structure alone. However, not all genes with CNS PAV were similar in this regard, and several hotspots of CNS variants with strong nonstructure driven association with climate were evident. These included several clusters on Chromosome 5 (19 genes) with an entirely consistent CNS PAV that were not evidently distributed in accordance with population structure but are associated with ambient temperature (fig. S9). Removing the CNS variants associated with these 19 genes from the analysis (as well as a single outlier sample: Gd-1) generated a CNS PAV PCA that could then be quite strongly predicted (PC1 *R*^2^=0.77) by the neutral multiple linear model. Introducing BIO1 (mean annual temperature) as an additional explanatory variable increased model *R*^2^ to 0.79, suggesting that beyond the core clusters of genes identified, an additional 22% of PAV was determined by processes beyond structure, likely due to experimental noise, error, or PCs 4+. PosV showed a closer relationship to overall population structure and while there was an evident relationship between the notable POSV: PC2 axis and BIO1, this was very similar to the relationship between population structure PC2 and Bioclim 1 (*R*^2^ = 0.20 and 0.23, respectively) confounding our ability to confidently assign the temperature association to PosV alone. In summary, we are unable to conclude CNS variants associate with environmental variables due to strong correlations with underlying population structure. However, this pattern does suggest that the majority of CNS variants are shared among *A. thaliana* populations.

### How Does CNS Variation Compare to Gene Content Variation?

Previous pan-genome studies devoted major efforts to characterize species level diversity in gene content and structural variants (Golicz et al. 2016; Gordon et al. 2017; Montenegro et al. 2017; Hübner et al. 2019). Most of these studies often do not fully assemble genomes for each individual of the species. Rather, they only assemble the sequence not present in the reference. It is challenging to identify positional conservation and rearrangements in non-reference individuals using these approaches. However, some previous pangenome studies (e.g.,*Brachypodium*; Gordon et al. 2017) have assembled full genomes but focused on only gene content variation. Our approach uses a hybrid reference guided and de novo assembly approach to obtain chromosome-scale sequences for each individual accession. This permits the analysis of PAV and PosV of both CNS and gene content.

Our analyses revealed CNS variation occurs at a much lower rate than genic PAV (fig. S10). This might imply purifying selection acts more strongly on noncoding regulatory regions than protein-coding genes. However, the noncoding regions investigated in this study are also present throughout Brassicaceae, biasing our annotations to CNS likely experiencing greater levels of purifying selection. We therefore analyzed the rate of gene PAV for genes present in all taxa used to identify CNS (Haudry et al. 2013). We find CNS variation occurs at a lower rate than gene PAV (9.87% and 20.13% variable in at least a single accession, respectively). The true rate of variation in functional noncoding regions may only be identified through complete annotation of functional *cis*-regulatory regions, a difficult feat relative to the annotation of coding regions. Thus, it is imperative that future efforts identify lineage-specific CNS to assess the full scope of regulatory variation that exists at the species level.

### What Is the Length Distribution of Variable CNS?

The distribution of the lengths of CNS was investigated (fig. S11). CNS retaining their syntenic position in every accession (collinear CNS) have a length distribution similar to that of all CNS in the reference accession. PAV CNS on average have a longer length (in base-pairs) than collinear CNS (collinear average = 39.84, PAV average = 44.41, *KS* test *P*< 2.2e^−16^). The PAV CNS length distribution appears slightly bimodal (fig. S11). PosV CNS are much shorter on average than either collinear or PAV CNS (PosV average = 18.97).

### *What Is the Distribution of CNS Movement Events*?

CNS distance to their proximate gene was investigated. Figure 2 shows the distance of CNS to their proximate genes across the different classes of CNS. The largest concentration of CNS is intergenic and close to genes in the genome (37.17% of CNS ± 500 bp of and between transcriptional start or termination sites). There is a reduction in the concentration of CNS around the nearest gene for PosV CNS, relative to CNS in accessions that retain their syntenic position in Col-0. Position relative to the proximate gene does not seem to predispose a CNS from exhibiting PAV.

**Fig. 2.**
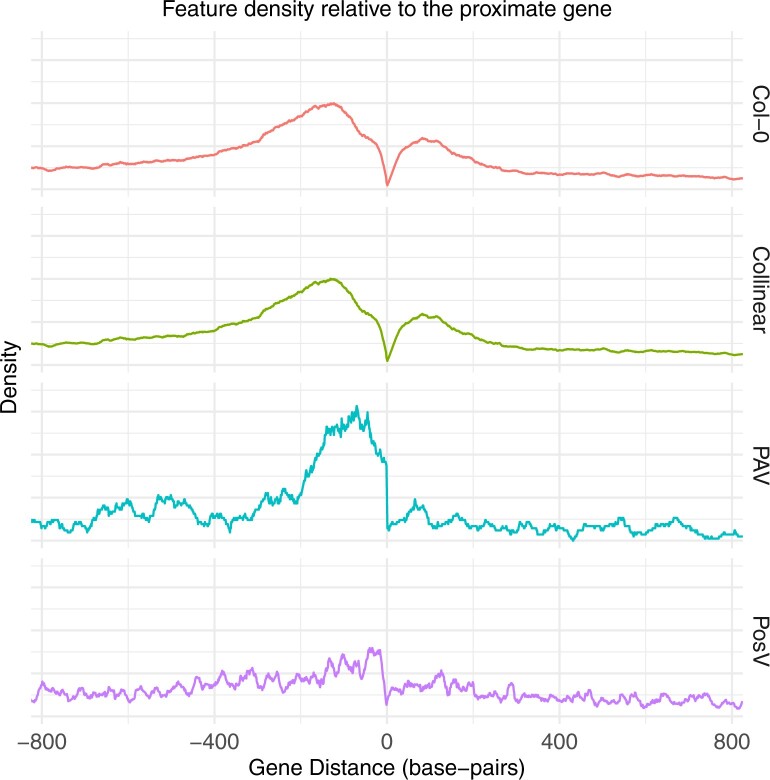
Distributions of different CNS features relative to their proximate gene are shown, where the x-coordinate zero represents the location of the proximate gene. The top panel (red) shows all CNS in the reference accession Col-0. The second panel (green) shows across all accessions the distribution of CNS that remain in the same syntenic position as the reference accession (collinear CNS). The next panel (blue) shows the position in the reference accession where PAV CNS are located, i.e. the position in Col-0 where CNS display PAV in any of the thirty accessions. The fourth row (purple) shows the position of PosV CNS across all accessions, i.e. the location to which these CNS “moved”.

We tested the hypothesis that PosV CNS occur closer to genes than randomly expected by permuting the location of PosV CNS randomly across the genome (fig. S12). We found PosV CNS occur closer to genes than if they randomly move around the genome (KS-test *P*< 0.01). However we also compared their distribution to positionally conserved (collinear) CNS. This revealed PosV CNS occur further from genes than collinear CNS. Though PosV CNS occurrence closer to genes than random may imply functional constraints, their increased distance relative to collinear CNS might be a result of reduced selective constraints and/or simply an outcome of the transposition mechanism. For example, the movement of a CNS by TE must occur at specific intergenic sites to minimize negative impacts to nearby gene functions (Zhang et al. 2020).

### Are Variable CNS Associated with Accessible Chromatin?

We performed Assay for Transposase-Accessible Chromatin sequencing (ATAC-seq) in leaf tissue for eighteen accessions, including the reference accession Col-0. This method identifies genomic regions accessible by a Tn5 transposase (Buenrostro et al. 

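ATAC-seq peak lists were examined for 23 accessions and for a group of Col-0 samples that the labels call untreated, with 4 files per group and 96 files in all. The headers of the untreated files name naked DNA as their input, which the labels do not, and the paper does not report this group. The labels of 10 accessions equal a name in Table S1. The labels of 7 more, Is, Jm, Kil, Kn, No, Nw and old, lack the numbered suffix and were taken as Is-0, Jm-0, Kil-0, Kn-0, No-0, Nw-0 and Old-1, which gives 17 of the 18 accessions in Table S1. Table S1 retains 14 of these 17 accessions and excludes No-0, Nw-0 and Old-1. Ad-0, Bur, En-2, Hi, Mt and Og, the 6 remaining accessions, are not named in Table S1. The authors called peaks in each file with MACS2 version 2.1.2, with no control library and with duplicate reads kept. MACS2 extended each mapped read, called a tag, to a fragment length that ranged from 98 to 168 bp between files. For each peak the deposited lists give its position and summit, the pileup of extended tags at the summit, the fold enrichment over the local background of the same library, and the -log10 of the p-value and q-value. These scores are the authors' and were used only to describe peaks and to rank them within a list. The number of tags sets the depth of each file. In the retained accessions it ranged from 373 in a Tsu-0 file to 31077560 in a Jm-0 file, and the median over files was 1784809.5. In the excluded accessions it ranged from 768413 to 2067508 tags, and in untreated Col-0 from 10822758 to 11043945 tags. The lists hold no coverage outside peaks, so the depth at a position without a peak is unknown.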

2015; Bajic et al. 2017; Lu et al. 2017), and such regions of accessible chromatin are often associated with *cis*-regulatory DNA elements and transcription factor binding (Galli et al. 2018; Lu et al. 2019; Ricci et al. 2019; Parvathaneni et al. 2020). We utilized a protocol which combines fluorescence-activated nuclei sorting and ATAC-seq (FANS-ATAC-seq; Lu et al. 2017). As we hypothesize CNS are regulatory sequences, we expect that CNS will be enriched within regions of accessible chromatin. ATAC-seq reads were aligned to their respective genome, and peaks, regions of statistically enriched clusters of sequencing reads that are indicative of accessible chromatin, were identified. 

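The sequence names differ between the peak lists. The lists of the 17 accessions of Table S1 and of Bur, 72 files, carry plain chromosome names, and the other 24 files carry the names of the reference chromosomes. Peak positions in windows of 1 Mb were compared with those of Og, whose lists use the reference names. In Ad-0, En-2, Hi and Mt, from 99.2% to 100% of the windows lay within 50 bp of the Og positions. In untreated Col-0, which also carries the reference names but has few peaks, 30 windows could be compared and 50% of them lay within 50 bp, with shifts from -14500 to 19300 bp. In the accessions with plain names other than Col-0 and Tsu-0, this share ranged from 0% to 4.20%. In Col-0 it was 80.2% of 121 windows, with shifts from -150 to 100 bp. Tsu-0 had too few peaks for the comparison. Positions in the lists with plain names are given on each accession's own sequences. No position was converted from one set of sequences to another.
On the 5 nuclear chromosomes, the 4 files of each retained accession other than Tsu-0 listed a mean of 5518 (Chat-1) to 21585 (Jm-0) peaks, and those of Tsu-0 listed 4.75. Col-0 had 14902 to 15201 peaks per file. The pileups at summits shared by a pair of files of the same group were compared through a dispersion index, which is 1 when both files are random draws from the same library. Its median was 0.874 over 138 pairs, which leave out Tsu-0 for its few peaks. Over the 88 pairs with fragment lengths within 5 bp of each other it stayed between 0.745 and 0.992. Between 10 pairs of different accessions it ranged from 3.12 to 7.83. The comparison covers summits listed in both files with a summed pileup of at least 40 tags, a median of 30.4% of the peaks of the smaller file. At these summits the index gave no sign of differences between replicates beyond sampling noise. The exception was pairs of untreated Col-0 files with unlike fragment lengths, where the index reached 4.88. Why the index lies under 1 was not tested, so a small excess over sampling noise is not excluded. Each accession was therefore counted as 1 sample, with the mean over its 4 files as its value.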

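The share of the nuclear genome covered by ATAC peaks, averaged over the 4 files, ranged from 1.14% in Chat-1 to 4.87% in Jm-0 among the retained accessions other than Tsu-0, where it was 0.000694%. Col-0 had 3.85% of the genome in peaks. Multiplied by the 62916 CNS of the paper, these shares give the number of CNS that would lie in a peak by chance, with positions spread evenly over the genome. This number was 719 CNS in Chat-1, 3062 CNS in Jm-0, 2425 CNS in Col-0 and 0.436 CNS in Tsu-0. For the same accessions the paper's permutation means in Table S1 are 1547, 4126, 4359 and 4377 CNS. Over the 17 accessions, the chance numbers and the permutation means had a Pearson r of 0.646 (permutation test with 100000 resamples, two-sided, p = 0.00602, adjusted p = 0.0120) and a Spearman rho of 0.591 (permutation test, p = 0.0141, adjusted p = 0.0282). The adjustment by Benjamini-Hochberg covered the 2 relations computed across accessions. Without Jm-0 and Nw-0, whose chance numbers lie farthest from the median, r was 0.345 (permutation test, p = 0.210) and rho was 0.5 (permutation test, p = 0.0599), so the relation found over all 17 accessions no longer held. Without Tsu-0, an alternative chosen after the data were seen, r was 0.816 (permutation test, p = 0.0001) and rho was 0.832. Without Tsu-0, Jm-0 and Nw-0, r was 0.676 (permutation test, p = 0.00888), so whether it held without Jm-0 and Nw-0 depended on Tsu-0. In the 14 retained accessions r was 0.402 (permutation test, p = 0.154). In the 10 accessions whose label equals the name in Table S1, also chosen later, r was 0.303 (permutation test, p = 0.390). Both of these sets include Tsu-0, and r was not computed for them without it, so how far the lower values rest on Tsu-0 is open.

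**Figure D1:**
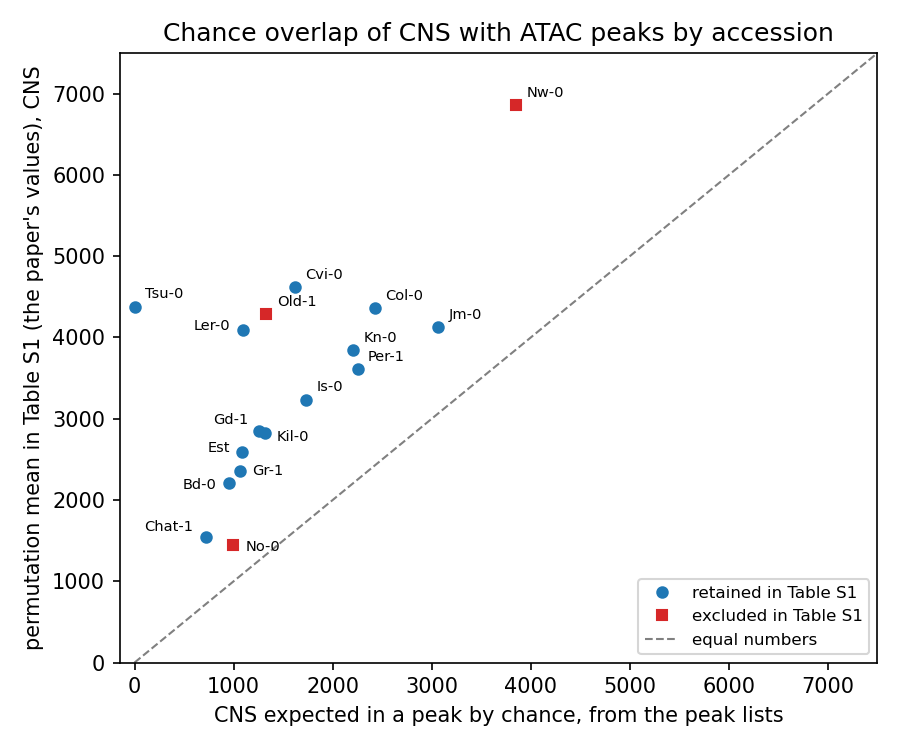
Number of CNS expected in a peak by chance from the peak lists (x axis) and the paper's permutation mean in Table S1 (y axis), with 1 point for each of the 17 accessions, circles for retained and squares for excluded accessions, and a dashed line where both numbers are equal. All 17 points lie above the line, with Tsu-0 at 0.436 on the x axis and Nw-0 at 3851. The peaks of the lists were called on single files at a q-value cutoff of 0.05, and the paper used 0.1.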

Collinear CNS demonstrated much stronger overlap with ATAC peaks than expected by chance (average fold-enrichment = 3.086; table S1, Supplementary Material online). Three accessions were removed from this analysis due to poor library quality (table S1, Supplementary Material online). 

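The 3 excluded accessions, No-0, Nw-0 and Old-1, were compared with the 14 retained accessions in 4 measures of their peak lists, with the accession as the sample. The mean number of peaks was 19956 ± 18643 (SD, n = 3) in the excluded and 10707 ± 5398 (SD, n = 14) in the retained accessions (two-sided exact permutation test, p = 0.115, adjusted p = 0.229). Nw-0 had 41298 peaks, more than any retained accession, whereas Old-1 had 11729 and No-0 had 6842, both within the range of the retained accessions. The share of the genome in peaks was 3.27% ± 2.48 in the excluded and 2.36% ± 1.26 in the retained accessions (exact permutation test, p = 0.347, adjusted p = 0.347). The median fold enrichment of the peaks was 4.96 ± 0.451 in the excluded and 6.00 ± 1.83 in the retained accessions (exact permutation test, p = 0.237, adjusted p = 0.316). Tsu-0, with 12.1 from 3 to 6 peaks per file, raises the retained mean, which was 5.54 ± 0.580 (SD, n = 13) without it (exact permutation test, p = 0.130). The overlap between the files of an accession, as the mean Jaccard index of the bases in peaks, was 0.511 ± 0.0908 in the excluded and 0.625 ± 0.0991 in the retained accessions (exact permutation test, p = 0.0882, adjusted p = 0.229). The smallest p that 3 accessions against 14 allow is 0.00147. None of the 4 differences was larger than regrouping of the accessions gives at the 0.05 level. This does not show that excluded and retained accessions are alike. Peaks exactly as wide as the fragment length, a measure taken up later, made up 69.1% in Nw-0 and 30.8% in Old-1. The highest share in a retained accession other than Tsu-0 was 15.8%, and No-0 had 11.9%. The mismatch of peak calls and coverage that the paper saw by eye is not among the 4 measures. Counting only peaks wider than the fragment length, a setting chosen after the data were seen, moved the difference in the number of peaks most, from 9249 to -900.6 peaks. The paper removed these accessions for poor library quality and, from permutations of CNS positions over the remaining accessions, concludes that collinear CNS overlap accessible chromatin more often than by chance.

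**Figure D2:**
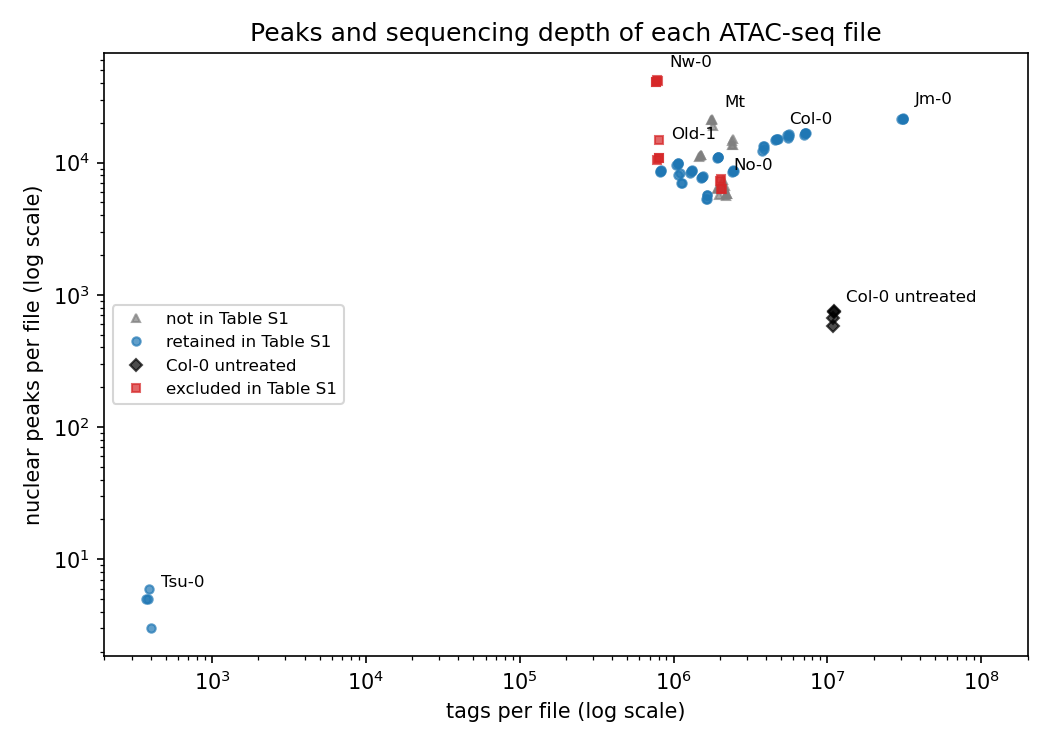
Number of nuclear peaks (y axis, log scale) against the number of tags (x axis, log scale), with 1 point for each of the 96 files and symbols for accessions retained in Table S1, excluded there or not named there, and for untreated Col-0. The Tsu-0 files lie at 373 to 402 tags, the Nw-0 files at 40906 to 41929 peaks, and the untreated Col-0 files at 580 to 754 peaks.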

Across all accessions, an average of 14.03% of CNS annotations overlapped chromatin accessible regions. Furthermore, we tested whether CNS which deviate from their position in the Col-0 accession (PosV CNS) still overlapped ATAC peaks. The average fold enrichment for PosV CNS across all accessions was 1.37. The average percent overlap was 6.72%, lower than observed for collinear CNS. Permutation analysis demonstrated this overlap was unlikely a result of the shorter length of PosV CNS (table S1).

Strong evidence of CNS overlapping signatures of accessible chromatin has been reported previously (Zhang et al. 2012; Van de Velde et al. 2014; Lai et al. 2017; Zhao et al. 2018; Lu et al. 2019). In each case, the set of CNS queried was different, with estimates ranging from 14% to 48% of CNS overlapping signatures of accessible chromatin (table S3). The percentage reported here, 14%, is in line with previous estimates. 

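Downstream of AT5G45500, a gene on chromosome 5 that lies between AT5G45490 and AT5G45510 in the reference annotation, the peaks of Col-0 and Tsu-0 were compared over the 4 kb to the right of the gene as drawn in Fig. 3A. All 4 Col-0 files listed a peak there. On the sequences of the Col-0 files it started between 18437434 and 18437615 and ended between 18437856 and 18437968. The pileup at its summit ranged from 27 to 39 tags and its fold enrichment from 4.55 to 6.51. A further Col-0 peak was listed in replicate 1, from 18438441 to 18438593, and in replicate 2, from 18438419 to 18438586. No Tsu-0 file listed a peak in the region. The 4 Tsu-0 files hold 1549 tags together, whereas Table S1 gives 10102790 reads for Tsu-0. These files therefore do not hold the reads that the paper counted, and they do not bear on the loss shown in Fig. 3A. A peak as high as that of Col-0, scaled to the 402 tags of the deepest Tsu-0 file, would have a pileup of 0.00237 to 0.00334 tags. The lowest pileup of any listed Tsu-0 peak was 3 tags. A Tsu-0 peak of that height was not detectable at this depth, and the lists cannot show whether the Col-0 peaks are absent from Tsu-0. Since the 4 files of an accession count as 1 sample, no test was made between the accessions.

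**Figure D3:**
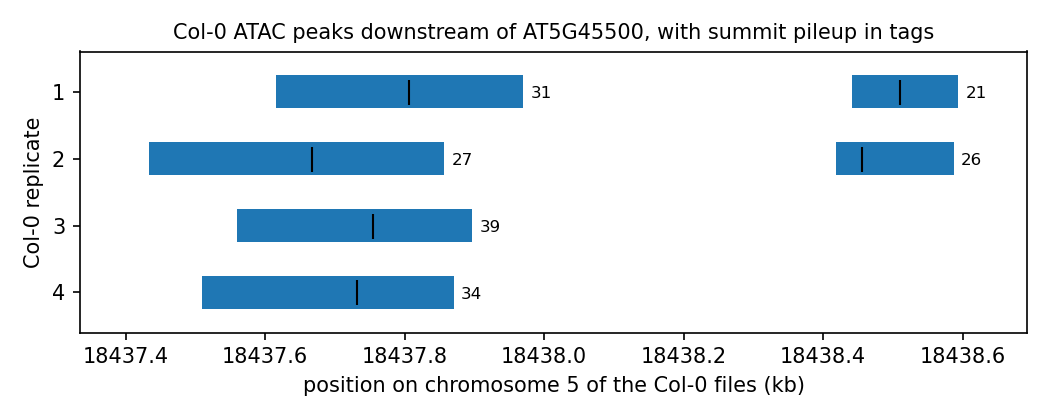
Col-0 peaks downstream of AT5G45500 in each replicate (y axis) by position on chromosome 5 in kb (x axis), with bars from the start to the end of each peak, a tick at its summit and the summit pileup in tags beside it. Replicates 1 to 4 each have a peak with a pileup of 27 to 39 tags, and replicates 1 and 2 have a further peak with 21 and 26 tags.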

In figure 3, we demonstrate an instance where CNS loss is associated with loss of accessible chromatin in a given accession. 

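AT5G08370 and AT5G08380 are adjacent genes on chromosome 5 that the reference annotation names AGAL2 and AGAL1, both alpha-galactosidases. Between these genes, as drawn in Fig. 3B, 0 of 4 Est files and 0 of 4 Col-0 files listed a peak. The Est peak nearest to the region was in replicate 1, from 2688549 to 2688678 on chromosome 5 of the Est sequences, and lay 3.92 kb from the region with a pileup of 8 tags, a fold enrichment of 3.96 and a q-value of 0.000653. In the other Est replicates the nearest peak lay 11.2 to 12.7 kb away. The Est files hold 1282911 to 1320945 tags, and the lowest pileup of a listed Est peak was 6 tags, so accessibility that gives fewer than 6 tags at a position was not detectable there. The lowest pileup of a listed Col-0 peak was 14 tags. The bounds of the region were read by eye from the figure, and the lists give no coverage between peaks. The paper used peaks at a q-value of 0.1 and gives 4963418 reads for Est. The lists were called on single files at a cutoff of 0.05, so they cannot show that the peak in the figure is absent.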

Additionally, we show a novel CNS insertion in an accession associated with an accession-specific accessible chromatin region. Figure 3*C* provides some additional support for an association between accessibility and CNS presence or absence, with an increase in accessibility upstream of genes associated with a greater number of CNS compared to the reference accession.

**Fig. 3.**
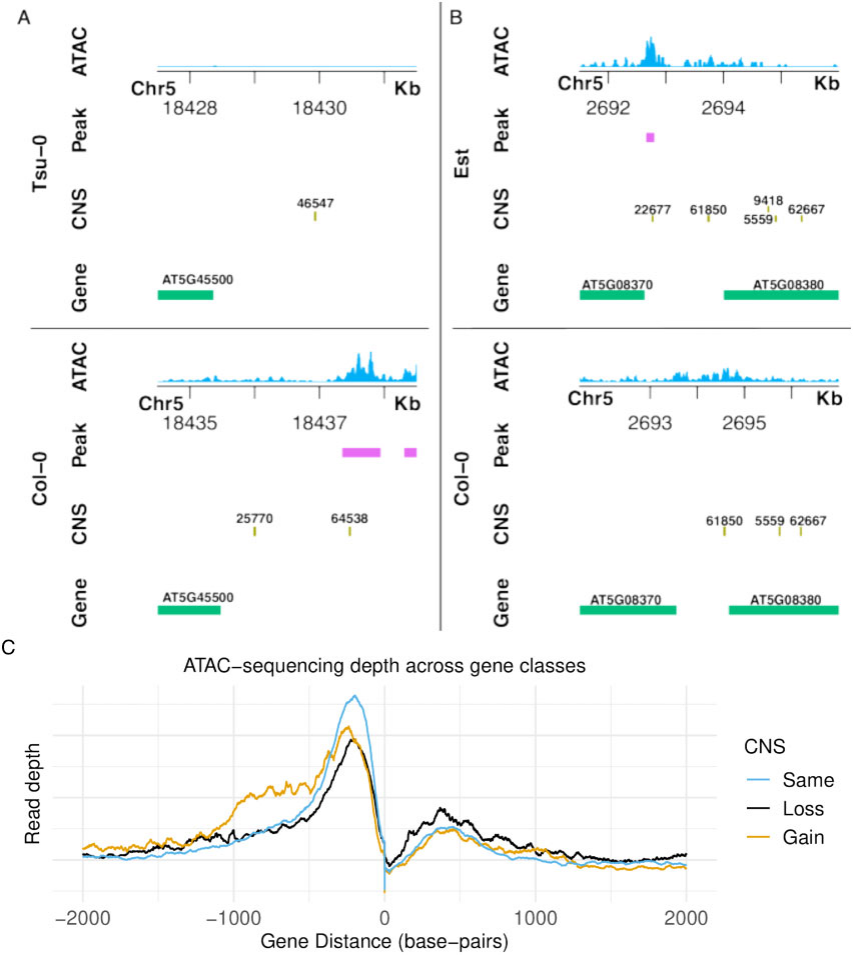
Genome browser tracks are shown for two different syntenic regions. (*A*) Shows loss of CNS 64538 and 25770 associated with loss of ATAC-seq peaks downstream the locus AT5G45500. Part (*B*) demonstrates a gain of CNS 22677 associated with the gain of a CNS peak upstream the locus AT5G08370. Coordinates are relative to each genome assembly. Thus orthologous sequences may have different coordinates due to insertions or deletions occurring in upstream coordinates. (*C*) ATAC-sequencing depth is shown surrounding orthologous genes with either the same (blue), less (black), or more (orange) CNS associated with them relative to the reference accession Col-0.”

Though there is significant overlap between PosV CNS and accessible chromatin, the majority of PosV CNS do not overlap ATAC peaks. The true proportion of putatively functional PosV CNS is likely greater than observed here, potentially because the ATAC sequencing was performed at a single time point in a single organ under normal growing conditions. As CNS are hypothesized to perform regulatory functions, their binding partner may require distinct spatial–temporal context and/or environmental stimuli to activate. Given bulked tissue samples and homogenous environmental stimuli were sampled for the ATAC-seq data, it is unlikely every PosV CNS which may exist in regions of accessible chromatin under different conditions will be identified. In addition to responding to distinct environmental stimuli, regulatory functions of some CNS may also be cell/tissue/organ or developmental stage specific, further lending to their absence in regions of accessible chromatin observed here. Lastly, PosV CNS and ATAC peak overlap was lower than that of collinear CNS. PosV CNS may act as adaptive sequences, changing over shorter evolutionary distances, similar to certain classes of genes that exhibit higher transposition and duplication rates (Rizzon et al. 2006; Freeling et al. 2008; Edger and Pires 2009). They may be involved in specific stress responses and therefore may not demonstrate overlap with accessible chromatin in healthy leaves. However, future work is required to assess specifically whether PosV CNS exhibit these behaviors.

Alexandre and coworkers previously investigated variation in signatures of accessible chromatin and sequence diversity of differentially accessible regions across five diverse *A. thaliana* accessions (Alexandre et al. 2018). They discovered ∼15% of accessible chromatin regions differed across the five accessions, with a minority of those sites displaying sequence divergence. However, mapping data from non-reference genotypes to a reference genome may result in reference mapping bias (Degner et al. 2009). By assembling separate genomes for each accession, we mitigate this bias. We add to the findings of Alexandre and coworkers by characterizing sequence diversity directly on a larger panel of thirty accessions, focused on a CNS set consisting of more than 3 Mb of sequence, and discover significant relationships between variable sequence and regions of accessible chromatin.

It should be noted that previous studies posited accessible chromatin region differences between *A. thaliana* cell types were primarily quantitative rather than qualitative (Maher et al. 2018). Perhaps PosV CNS not overlapping with accessible chromatin align with this trend and exhibit low signatures, rather than absence, of accessible chromatin below our detection threshold. This is worth investigating in the future, especially as single cell accessible chromatin data becomes available.

### Is CNS Loss-and-Gain Associated with Gene Expression Differences?

RNA-sequencing (RNA-seq) data were analyzed for four of the accessions investigated in this study to identify differentially expressed genes in leaf tissue. Each comparison was between an accession and Col-0 (Gan et al. 2011). Genes with a greater number of CNS associated with them in a given accession were more likely to be upregulated in that accession (table 1). Genes with a lower number of CNS associated with them in a given accession were more likely to be downregulated in that accession (table 1). Genes without CNS changes relative to Col-0 were significantly underrepresented for differentially expressed genes (table 1). This demonstrates a significant association between changes in *cis*-regulatory sequence and divergent expression, a phenomenon also demonstrated across populations of stickleback fish (Verta and Jones 2019). If the true ratio of activator binding sites to repressor binding sites were equal, we would expect no enrichment for differentially expressed genes for those gaining or losing CNS. Our results suggest CNS variation tilts towards a greater number or activity of *cis*-acting activator (enhancing expression) binding sites.

**Table 1.** Tests for over and under representation of differentially expressed genes in CNS with greater than (CNS Gain), less than (CNS Loss), or no change (No CNS Change) relative to Col-0. Numbers in parenthesis refer to the percent of the gene types (CNS Gain, CNS Loss, No CNS Change) which are up or down regulated.

Gene type	Average number of upregulated genes per accession (%)	*P*value (hypergeometric test)	Average number of downregulated genes per accession(%)	*P*value (hypergeometric test)
CNS gain	270.25 (6.30)	<1 × 10^–10^	112 (2.61)	<1 × 10^–10^
CNS loss	49.5 (1.86)	<1 × 10^–10^	203.25 (11.357)	<1 × 10^–10^
No CNS change	404.75 (2.212)	<1 × 10^–10^	631.5 (3.380)	<1 × 10^–10^

Underrepresented.

Overrepresented.

### Are Variable CNS Enriched with Certain Binding Motifs?

PAV and PosV CNS were searched for enriched motifs with the program HOMER (Heinz et al. 2010). The set of all PAV and PosV CNS were tested separately. Motifs for the binding targets of several stress responsive transcription factor families were enriched. Specifically, in the set of PosV CNS sequences, the binding motifs of *MYB113*, *C2H2*, *ABF3*, *HSF21*, *WRKY8*, and *CBF4* were enriched. For PAV CNS, *WRKY50*, *RAV1*, and *Dof2* motifs were enriched. The global pattern for enriched motifs were for stress responsive elements. Given there are environmental differences experienced by these different accessions, we hypothesize differences in regulatory patterns may govern an accession’s stress response. Most of these enriched motifs are found in several PosV CNS leading us to hypothesize widespread rewiring of stress responsive pathways has occurred across *Arabidopsis* accessions.

As CNS are enriched with stress responsive motifs, we were curious if their associated genes demonstrated similar enrichments. Genes near PosV CNS which overlapped ATAC peaks were associated with various GO terms associated with phytohormones and response to various abiotic stresses, including “response to water deprivation,” were highly enriched (FDR P-value = 7.51e-09). Interestingly, among the genes associated with PosV CNS are a set of 31 genes that have been previously associated with abiotic stress tolerance by modifying abscisic acid (ABA) phytohormone levels (FDR *P* = 8.66e–08) (Sah et al. 2016). In addition, there are nineteen genes in the ethylene signaling pathway (FDR *P*< 0.01). This pathway is also associated with stress response in plants (Müller and Munné-Bosch 2015). Genes near PAV CNS were enriched for a large number of GO terms associated with “regulation,” most notably associated with “developmental process” (FDR *P* = 2.41e–10) and “anatomical structure development” (FDR *P* = 1.08e–10), including “shoot system” (FDR *P* = 5.23e–6) and “root development” (FDR *P* = 3.48e–5), but also “response to abiotic stimulus” (FDR *P* = 0.00044). PAV CNS are more highly enriched for development specific than stress related GO terms. However, PosV CNS were also enriched with “developmental process” (FDR *P* = 1.2e–17) and “anatomical structure development” (FDR *P* = 7.44e-15), including “shoot system (FDR *P* = 3.18e-9) and ‘root’ development” (FDR *P* = 0.0057). The overlap in stress response and developmental GO terms may likely be that the two aforementioned phytohormones (ABA and ethylene) are long known to be involved in both biological processes.

### Are CNS Changes Associated with Altered Selective Constraints?

As mentioned earlier, each CNS is associated with a gene in the Col-0 reference genome. Therefore, we can track the orthologous genes in each accession and determine if the genes in accessions which lose CNS exhibit signatures of positive or negative selection compared to those which have retained the CNS, including the Col-0 reference. We assigned PosV CNS to their proximate gene. Strandedness or relative position (upstream or downstream) were not considered for assigning PosV CNS to a gene, purely distance to the nearest gene. We searched for signatures of selection in regions experiencing CNS loss, gain, or neither.

PiN/PiS ratio was calculated. For every gene with an ortholog in all thirty accessions (*n* = 20,096), we grouped those which lost a CNS, those which gained a CNS, and those with an equivalent number of CNS associated with them relative the Col-0 reference. For an equivalent comparison between these three classes, we selected only orthologs with at least two accessions in every class (*n* = 564). The groups were aligned separately, however the Col-0 ortholog was included as the outgroup for every alignment. We observe no obvious differences between the various gene classes (fig. S13).

We also explored nucleotide diversity in these protein coding regions. The lowest mean diversity was observed for genes associated with an equivalent number of CNS relative the Col-0 reference (mean = 0.0133). Though genes with fewer and more CNS associated with them relative to the reference exhibit higher diversity (mean = 0.0179 and 0.0163, respectively), these differences are not large. There also may be several contributing factors to observed differences. Elevated rates of nucleotide diversity in protein coding regions may reflect relaxed selective constraints in polymorphic CNS regions. However, it may also simply reflect stochastic differences in mutation rates, as nucleotide diversity values vary across the genome. It is important to consider alternate hypotheses in the future. Overall, we do not find global signatures of selection in regions experiencing CNS variation.

### Are There Relationships between CNS Class and Repeats or Gene Duplicates?

We investigated the proximity of repeats for different classes of CNS. We extracted repeat annotations generated by MAKER2 (Holt and Yandell 2011). Figure 4*B* demonstrates a clear bias in colocalization between PosV CNS and maker-annotated repeats relative to collinear CNS (*KS* test *P*< 2.2 × 10^−16^). The trend for each accession separately is consistent (fig. S14). This colocalization between PosV CNS and TEs may underlie a possible mechanism of CNS movement. We theorize, as shown previously for regulatory elements (Bourque et al. 2008; Schmidt et al. 2012; Zhao et al. 2018; Lu et al. 2019), transposing TEs may incorporate CNS during transposition and, thus, may distribute a particular CNS around the genome. However, it is important to consider how repetitive regions may impact the identification of CNS. This should be investigated in greater detail in the future.

**Fig. 4.**
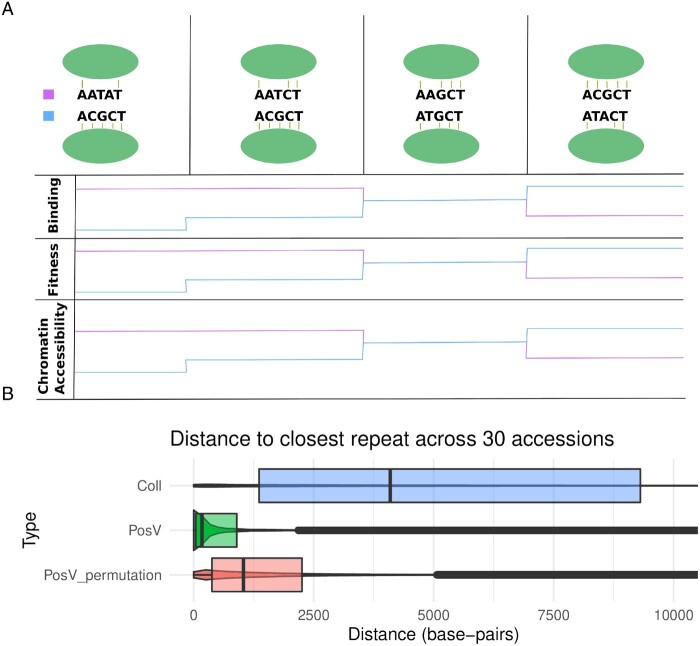
Hypothesized changes to transcription factor binding, fitness, and chromatin accessibility around two regions of DNA: the new PosV CNS location (top, blue), and the ancestral position as observed in Col-0 (bottom, pink). Each column in the first row depicts a snapshot of the state of the two CNS locations as time progresses along the x-axis. The hypothesized changes to TF binding, organism fitness, and chromatin accessibility align with the different time points, the breaks of which indicate a mutation occurring in both sequences.

Lastly, we compared CNS content for different classes of gene duplications (fig. S15). Considering only genes with a CNS associated with them, tandem duplicates had the fewest CNS associated with them (mean CNS count = 0.2442). This may be an artifact of CNS identification algorithms which struggle with tandem repeats. Alternatively it may be that genes which tend to be tandemly duplicated, such as TIR-NB-LRR disease resistance genes (Freeling 2008), have fewer CNS. Genes without any duplicate in the genome (mean CNS count = 0.7064) had less CNS associated with them than genes with a duplicate pair dating back to the most recent whole genome duplication (At-alpha) shared by *A. thaliana* (mean CNS count = 0.9824) (Edger et al. 2018). This observation is consistent with previous studies; genes associated with CNS were more likely to be retained as duplicate pairs through diploidization potentially due to gene dosage constraints (Birchler and Veitia 2010) or simply that these genes have long subfunctionalizable regulatory regions (Freeling et al. 2015), or both explanations might be correct.

## Discussion

This study is, to our knowledge, the first genome-wide survey of CNS PAV and PosV at the species level in plants. The rate of variable CNS, while small compared to variable genes, is higher in *A. thaliana* than we expected considering these sequences exhibit broad conservation across Brassicaceae. However, the numbers reported here are likely underestimates of variable functional noncoding sequences given that our CNS set is heavily skewed towards those likely under stronger purifying selection. These CNS were identified by aligning multiple Brassicaceae genomes spanning millions of years of evolution (Haudry et al. 2013). Thus, new methods are needed to identify the full complement of functional regulatory sequences that are lineage and even species specific. Furthermore, future studies with more diverse ATAC-seq libraries (e.g., tissue/cell specific, various abiotic stresses) are needed to functionally characterize both the variable and conserved CNS in *Arabidopsis*.

How is it that nearly 1,000 PosV CNS are at different loci in distinct accessions? We present two non-mutually exclusive hypotheses (fig. 4). First, we propose a *de novo* origin hypothesis. We find the distribution of PosV CNS lengths to be noticeably shorter than the length distribution of all CNS (fig. S11). PosV CNS are often less than twenty base-pairs in length. Therefore, perhaps the majority of the CNS sequence already exists in alternate loci, and only a few base-pair changes are needed to convert an existing background sequence to a CNS (fig. 4*A*). A DNA sequence, which is very similar to a binding motif, may experience partial binding of a given transcription factor. This may be the selective pressure required to convert, or rather select for, beneficial mutations on the existing sequence to further strengthen that TF’s binding.

Second, the movement of regulatory elements may involve transposable elements (TEs) as shown previously (Bourque et al. 2008; Schmidt et al. 2012; Zhao et al. 2018; Lu et al. 2019). Indeed, we observe strong bias with respect to the colocalization of PosV CNS and maker annotated repeats relative to collinear CNS (fig. 4*B*;  fig. S14; Coll CNS median = 4096 bp, PosV CNS median = 173 bp). Shorter CNS would be more likely to remain intact during transposition. These hypotheses, de novo origin and TE transposition, are not mutually exclusive, and both may explain how PosV CNS arise at non-reference locations and skewed towards shorter lengths relative to collinear CNS (fig. S11).

Evolution of enhancer elements has been well studied in mammals (Villar et al. 2015; Emera et al. 2016). These studies revealed thousands of lineage-specific enhancer elements have evolved across mammals and often occur in “ancient” DNA that is significantly under enriched for flanking repetitive elements. This suggests that lineage-specific enhancer elements may arise through de novo origins via random mutations, in line with one of our hypotheses. Additionally, a few studies in *Drosophila* demonstrated de novo origins of TFBS (6–8bp) can occur on the order of 10^3^–10^6^ years under a model of neutral evolution (Stone and Wray 2001; Berg et al. 2004) which is within the divergence time (10^4^–10^5^ years) among *A. thaliana* accessions (1001 Genomes Consortium 2016). Additional support for our hypothesis can be found in a model of binding site evolution proposed by Mustonen and Lässig (2005). According to their model, selective strength on random mutations depends upon the mutation’s effect on the binding strength of its associated transcription factor. Therefore, selection for partial transcription factor binding may drive sequence conversion from partial to full CNS sequence as shown in figure 4*A*.

Lastly, we provide evidence that positionally variable CNS retain significant associations with regions of accessible chromatin. Additional evidence for the function of PosV CNS, such as the effect of CNS change on the expression of specific genes, should be the focus of future studies in *A. thaliana*. This may need to involve genome editing of target CNS to assess its direct impact on gene expression and phenotype. We hypothesize PAV and shuffling of existing CNS at the population level serves as a mechanism to navigate the evolutionary landscape. Much like other structural variants, many CNS variants may be selected against. However, beneficial CNS variation may undergo positive selection to fuel fitness improvements. Future studies should also investigate what proportion of shared CNS variants between populations are due to convergent or parallel evolution driven by selection to adapt to similar environments.

## Data Availability

ATAC sequencing data are available on the GEO under accession code GSE164159. Genome assemblies, gene annotations, and CNS annotations for each accession are deposited on Dryad (https://doi.org/10.5061/dryad.pzgmsbcfv; last accessed February 16, 2021). The CNS annotations for the reference accession were taken from Haudry et al. (2013).

## Author Contributions

All authors performed the research and/or analyzed data; A.E.Y and P.P.E. drafted the manuscript. All authors suggested experiments, reviewed and edited the manuscript.

## Supplementary Material

msab042_Supplementary_Data Click here for additional data file.

# Supplementary material for: Evolution of Conserved Noncoding Sequences in Arabidopsis thaliana
**Source:** Mol Biol Evol. 2021 Feb 10;38(7):2692–703. doi: 10.1093/molbev/msab042
**Supplement:** msab042_Supplementary_Data

**Title: Evolution of conserved noncoding sequences in *Arabidopsis thaliana***

**Alan E. Yocca<sup>1,2</sup>, Zefu Lu<sup>3</sup>, Robert J. Schmitz<sup>3</sup>, Michael Freeling<sup>4</sup>, Patrick P. Edger<sup>2,5</sup>**

## Figure S1:

Figure S1 compares subsampling results for PAV CNS against random CNS sampling. Each point along the x-axis corresponds to the average unique number of PAV CNS across 1,000 random accession samples of size X (changing along the x-axis) with error bars representing  $\pm 1$  standard deviation from the mean of the samples. The PAV\_permutation line was created by taking a random sample of CNS instead of a sample of the annotated PAV CNS in each accession.

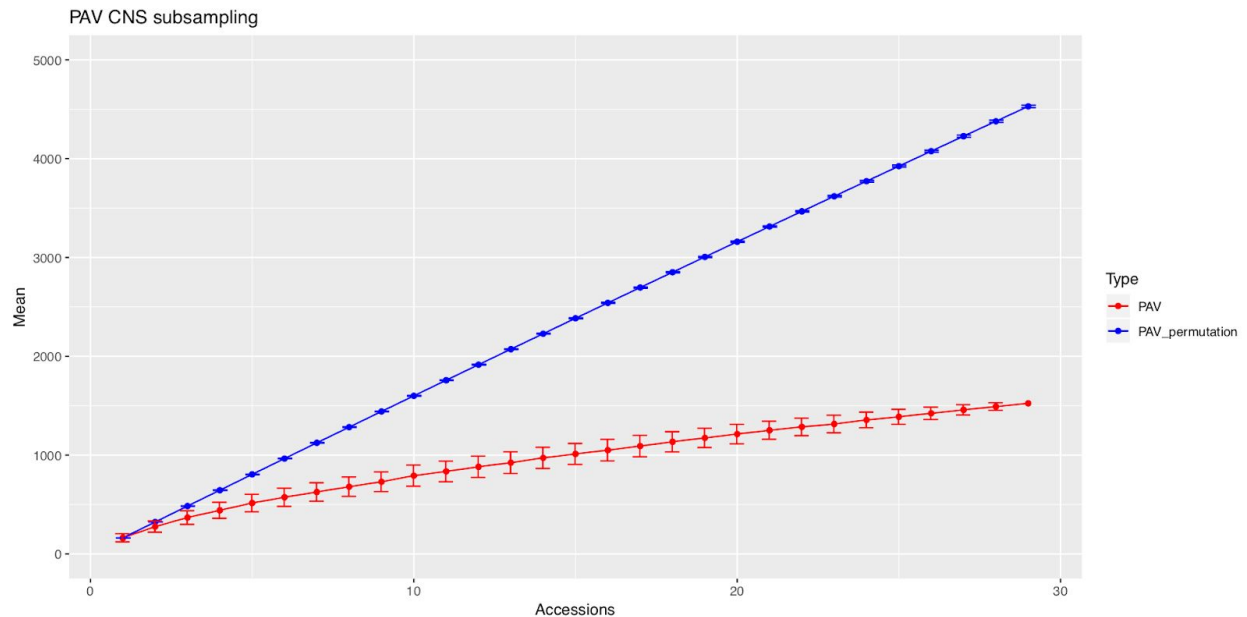

## Figure S2:

Figure S2 compares subsampling results for PosV CNS against random CNS sampling. Each point along the x-axis corresponds to the average unique number of PosV CNS across 1,000 random accession samples of size X (changing along the x-axis) with error bars representing  $\pm 1$  standard deviation from the mean of the samples. The PosV\_permutation line was created by taking a random sample of CNS instead of a sample of the annotated PosV CNS in each accession.

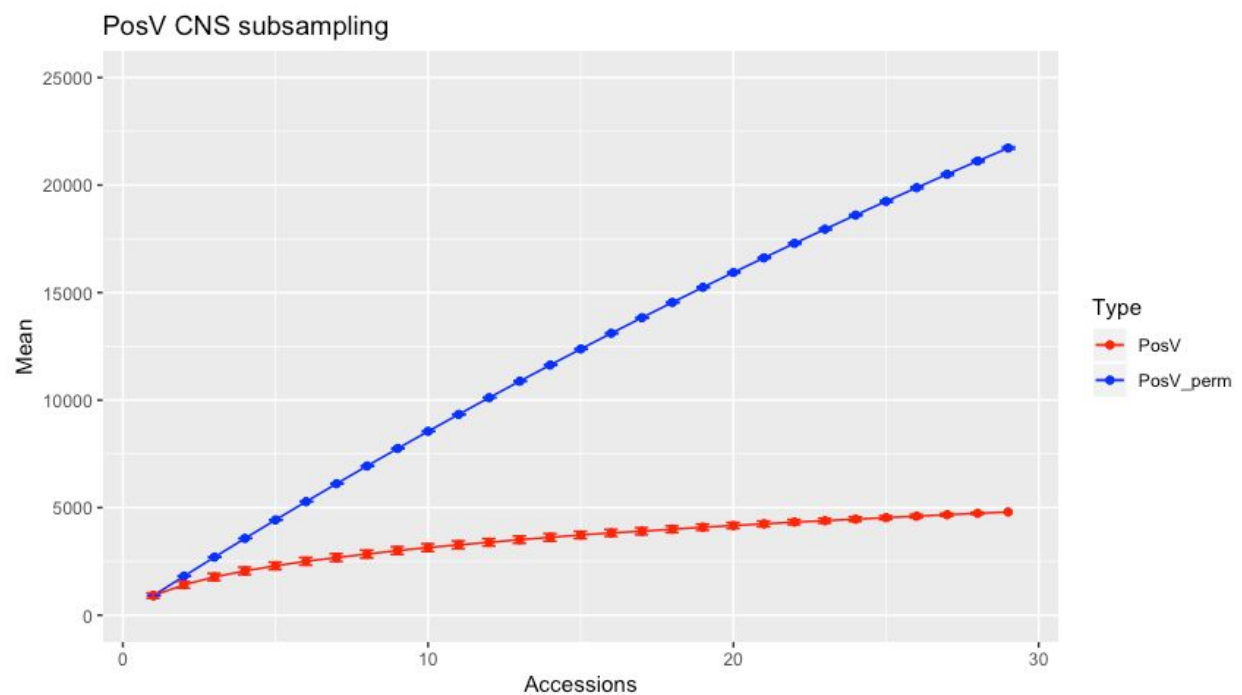

## Figure S3

Figure S3 shows a histogram of the number of accessions variable CNS are present in. Of 6,207 total variants (PAV and PosV CNS), only 2,692 (43.4%) are specific to a single accession. The curve displays the cumulative distribution.

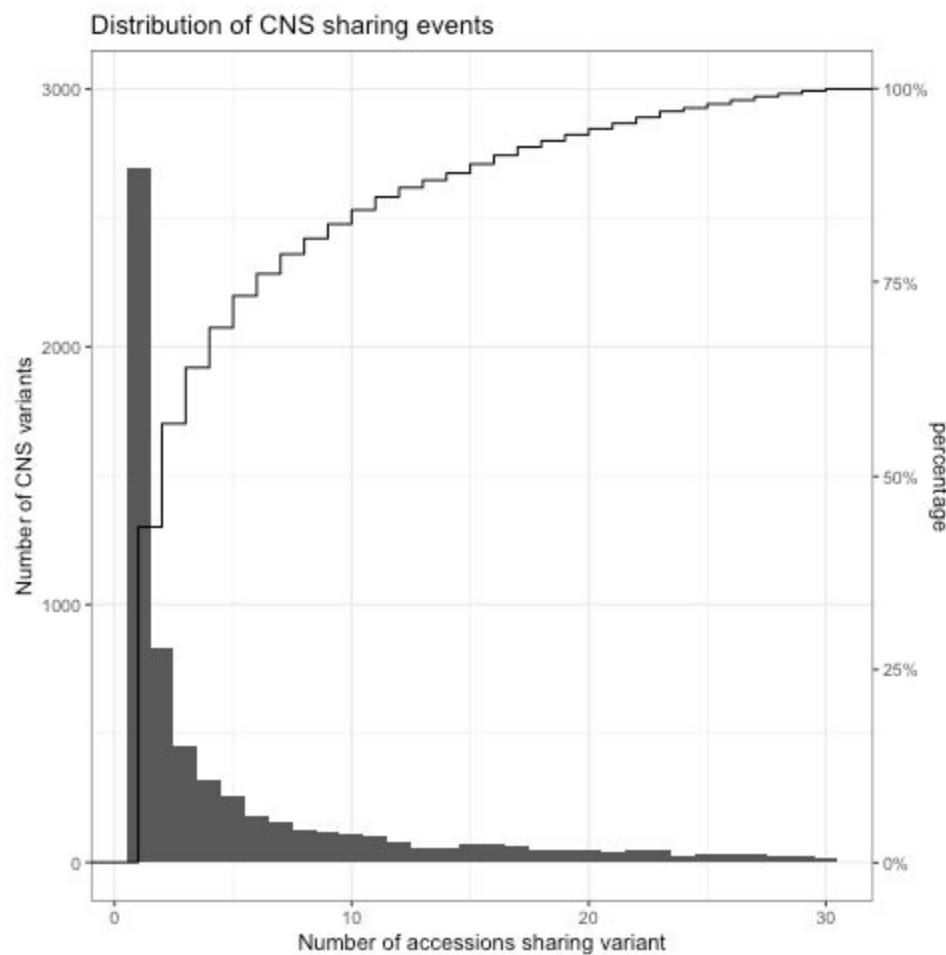

## Figure S4:

Figure S4 correlates the number of PAV CNS with the number of PosV CNS and PAV genes for each accession, excluding Gd-1 (333 PAV CNS; 868 PosV CNS; 3329 PAV genes). This figure shows a significant Pearson's correlation value of 0.62 (p-value < 0.001). Removing Gd-1 resulted in much stronger correlations between these values.

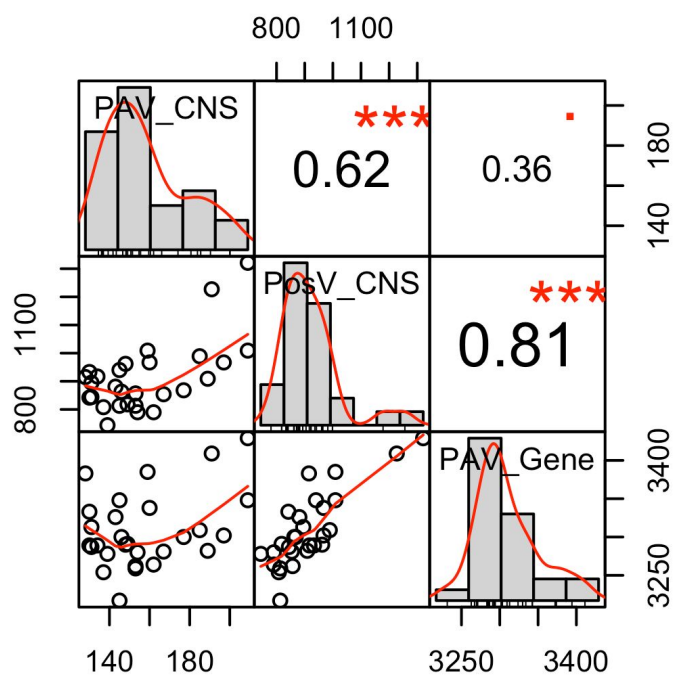

## Figure S5:

Figure S5 is a plot generated by the R package UpSetR (Conway et al. 2017). It shows the highest overlapping pairwise comparisons for PAV CNS across accessions.

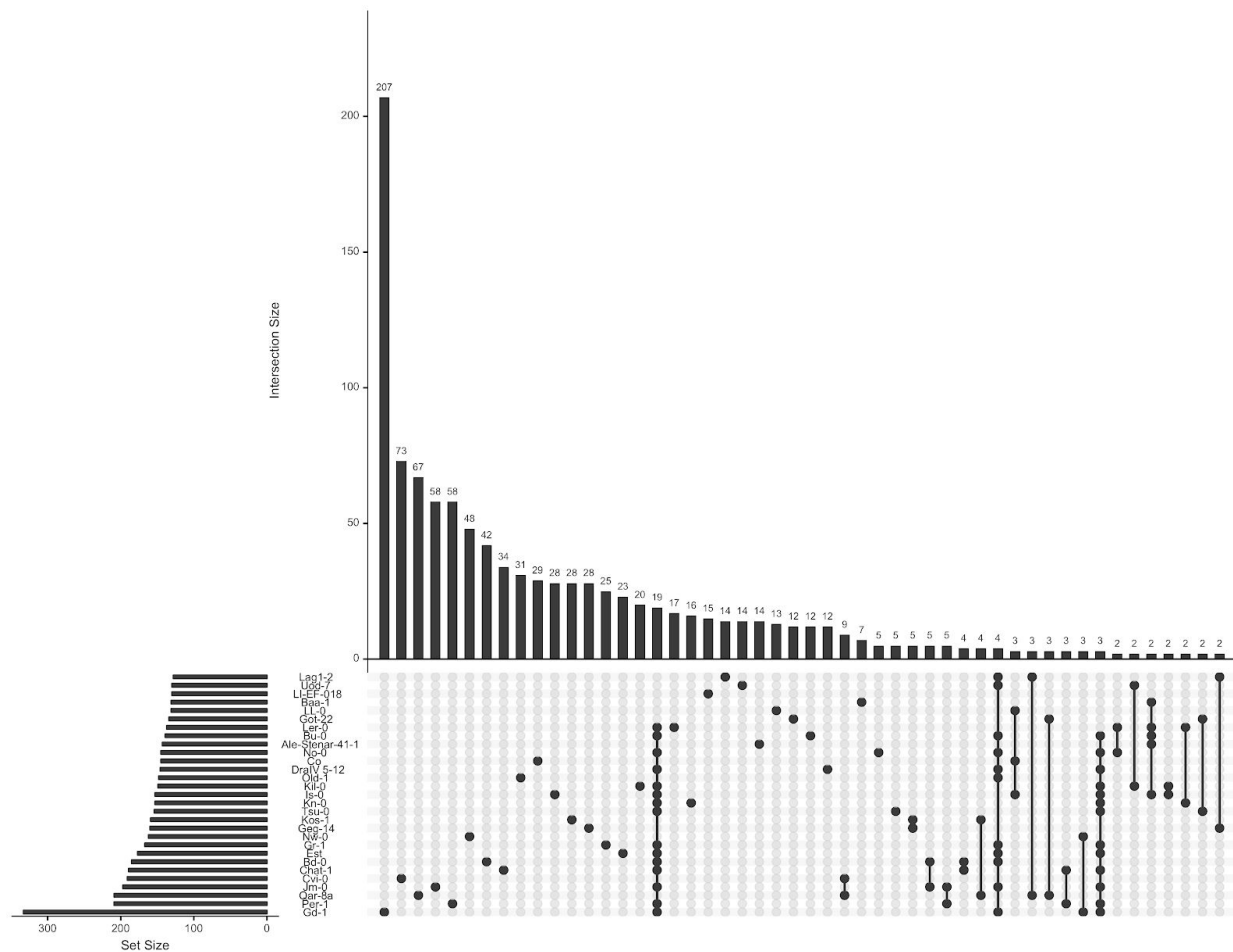

## Figure S6:

Figure S6 is a plot generated by the R package UpSetR (Conway et al. 2017). It shows the highest overlapping pairwise comparisons for PosV CNS across accessions.

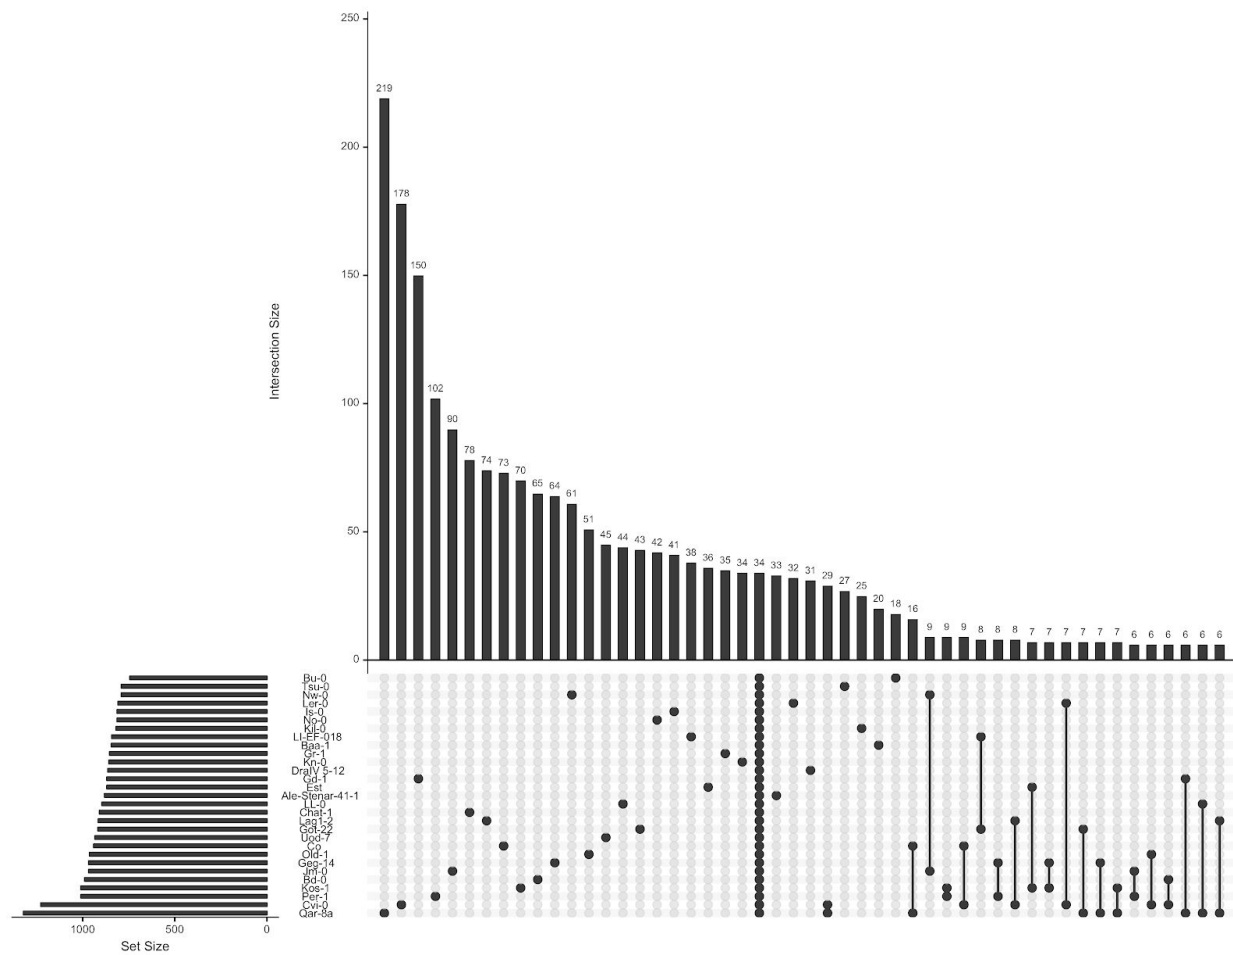

## Figure S7:

Figure S7 shows the first two principal components for: (A) PAV CNS, (B) PosV CNS, (C) SNP information, and (D) PAV and PosV CNS considered jointly. The amount of variation explained by the first two principal components is labeled on the axis labels. Accessions are colored according to their admixture groups as defined by the 1001 Genomes Consortium (1001 Genomes Consortium 2016).

A

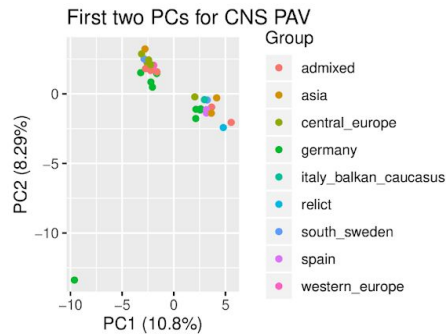

B

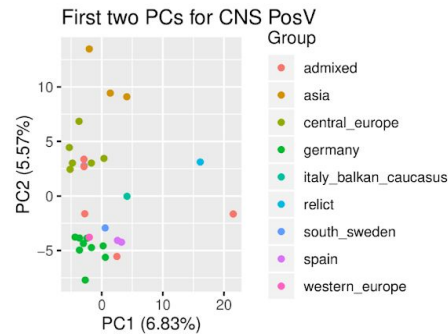

C

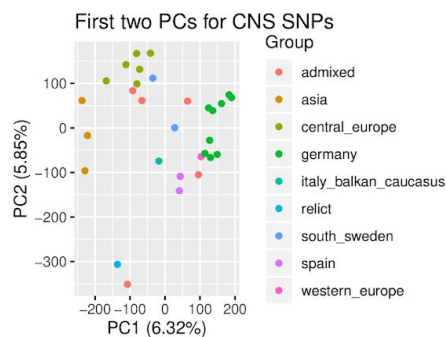

D

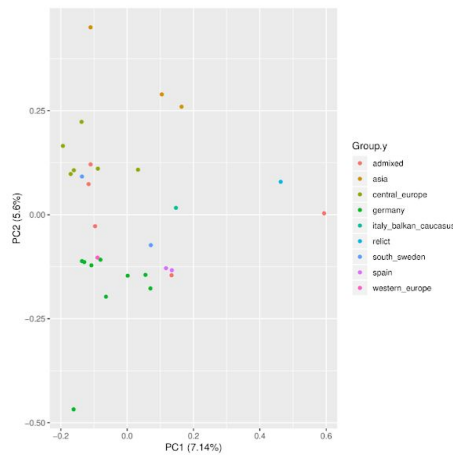

Figure S8 shows the pairwise correlations of all 19 bioclimatic variables used in this study. We observe strong correlations for every measure involving temperature and precipitation. This is highlighted by the red rectangles drawn across the specific transects. Therefore, we decided to investigate only BIO1 (annual average temperatures) to capture most of the variation in these variables. This plot was generated using the corrplot R package (Taiyun Wei And 2017).

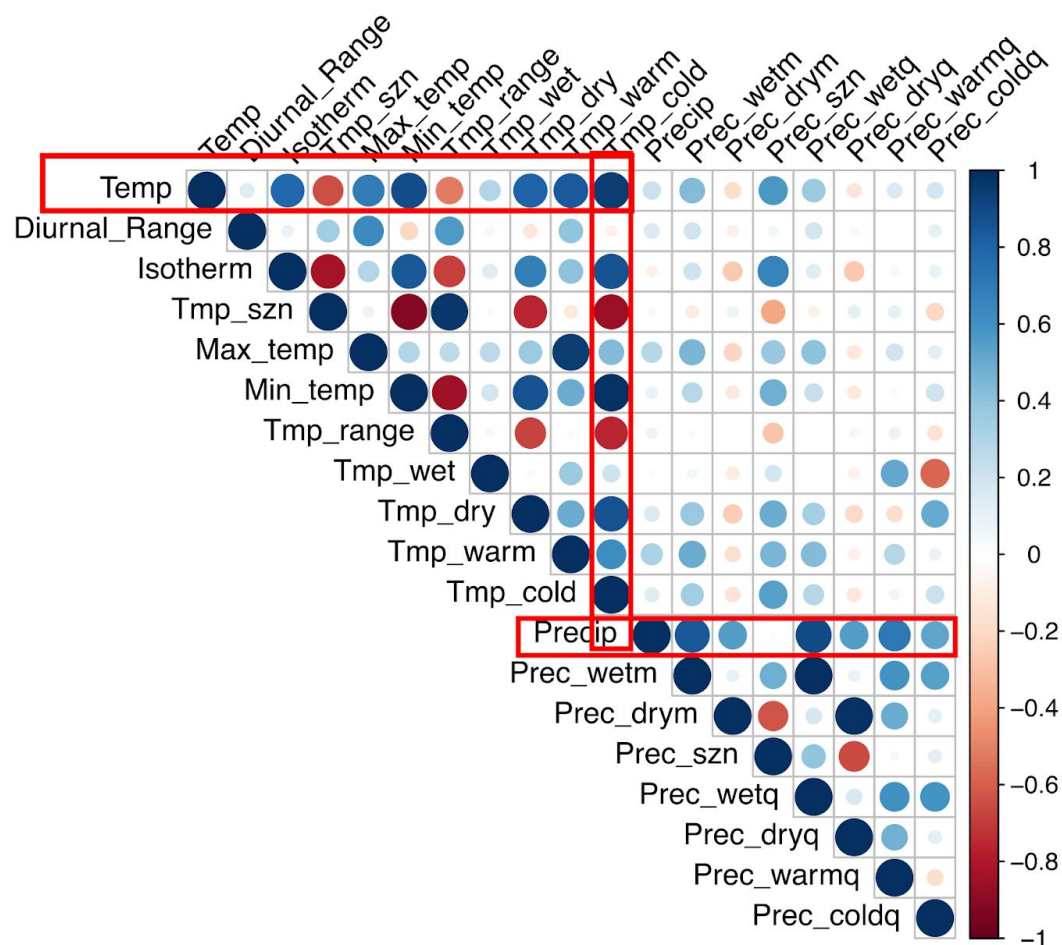

## Figure S9

Hierarchical clustering of 30 *A. thaliana* lines (x-axis) by CNS presence absence variation (y-axis) is strongly driven by a subset of loci on chromosome 5 that show an entirely correlated trend in PAV (black arrow).

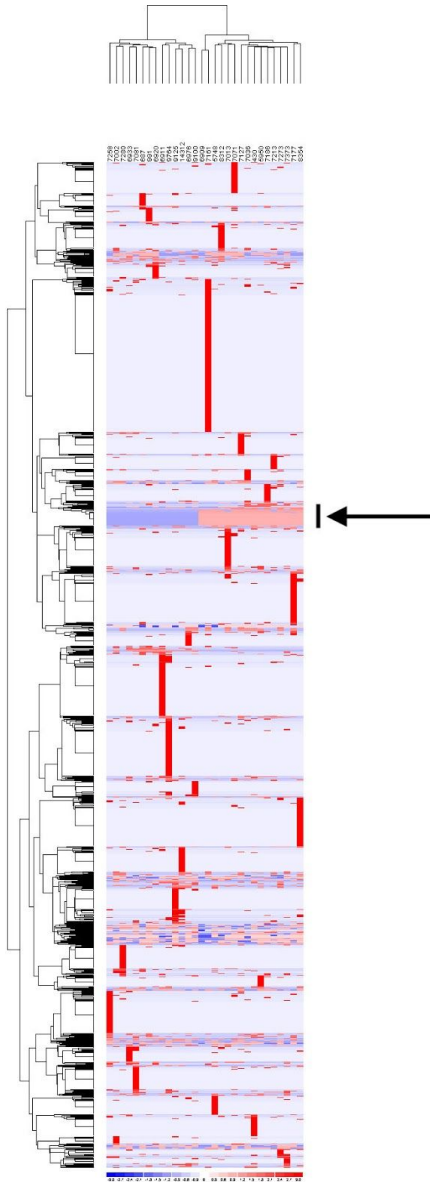

## Figure S10:

Figure S10 compares subsampling results for PosV CNS, PAV CNS, PAV genes, and cruciferous PAV genes. For each point along the x-axis, 1,000 random samples of accessions of size X (increasing along the x-axis) were taken. For each sample, the proportion of unique polymorphism events was calculated. The points plotted are the averages across all 1,000 samples with error bars representing  $\pm 1$  standard deviation from the mean of the samples. Cruciferous genes (Cru\_Gene) were identified by orthofinder2 (Emms D. M. 2018) using the same set of query species used to identify CNS in Haudry et. al. 2013 (Supplementary Methods). Importantly, gene PAV was defined as genes present in the reference accession Col-0 and absent in at least a single other accession to keep consistent with our definition of PAV CNS.

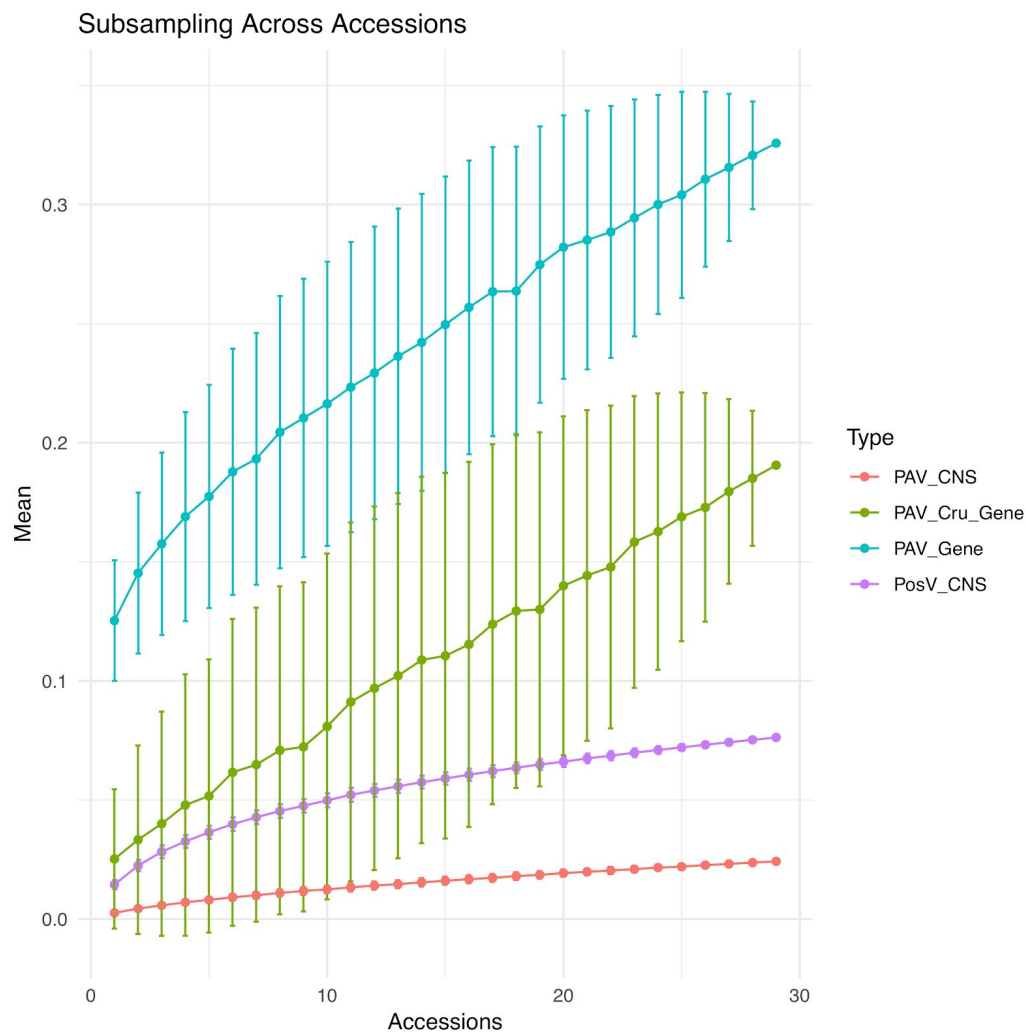

## Figure S11:

Figure S11 compares the distribution of lengths of PosV CNS to the length distribution of all CNS. Strikingly, PosV CNS are shorter than expected by chance.

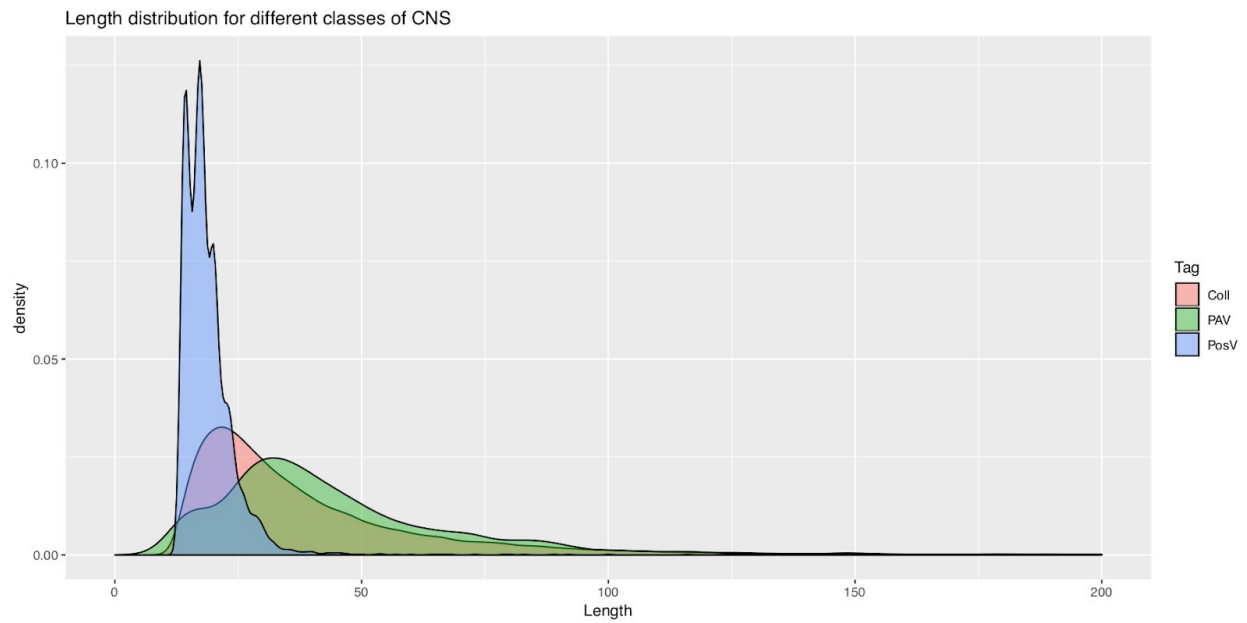

Figure S12:

Figure S12 compares the distribution of distances of PosV CNS (PosV) to the distribution of collinear CNS distances to proximate genes across the genome (Coll) and random locations (Permutation). PosV CNS demonstrate insertional bias closer to genes than random, yet further from genes compared to collinear CNS. Distance is measured in base-pairs. All distributions are significantly different from each other within each accession (p-value < 0.01, Kolmogorov-Smirnov test). Note for accession Col-0, PosV CNS are those found in our independent assembly of this accession and likely reflect false positives.

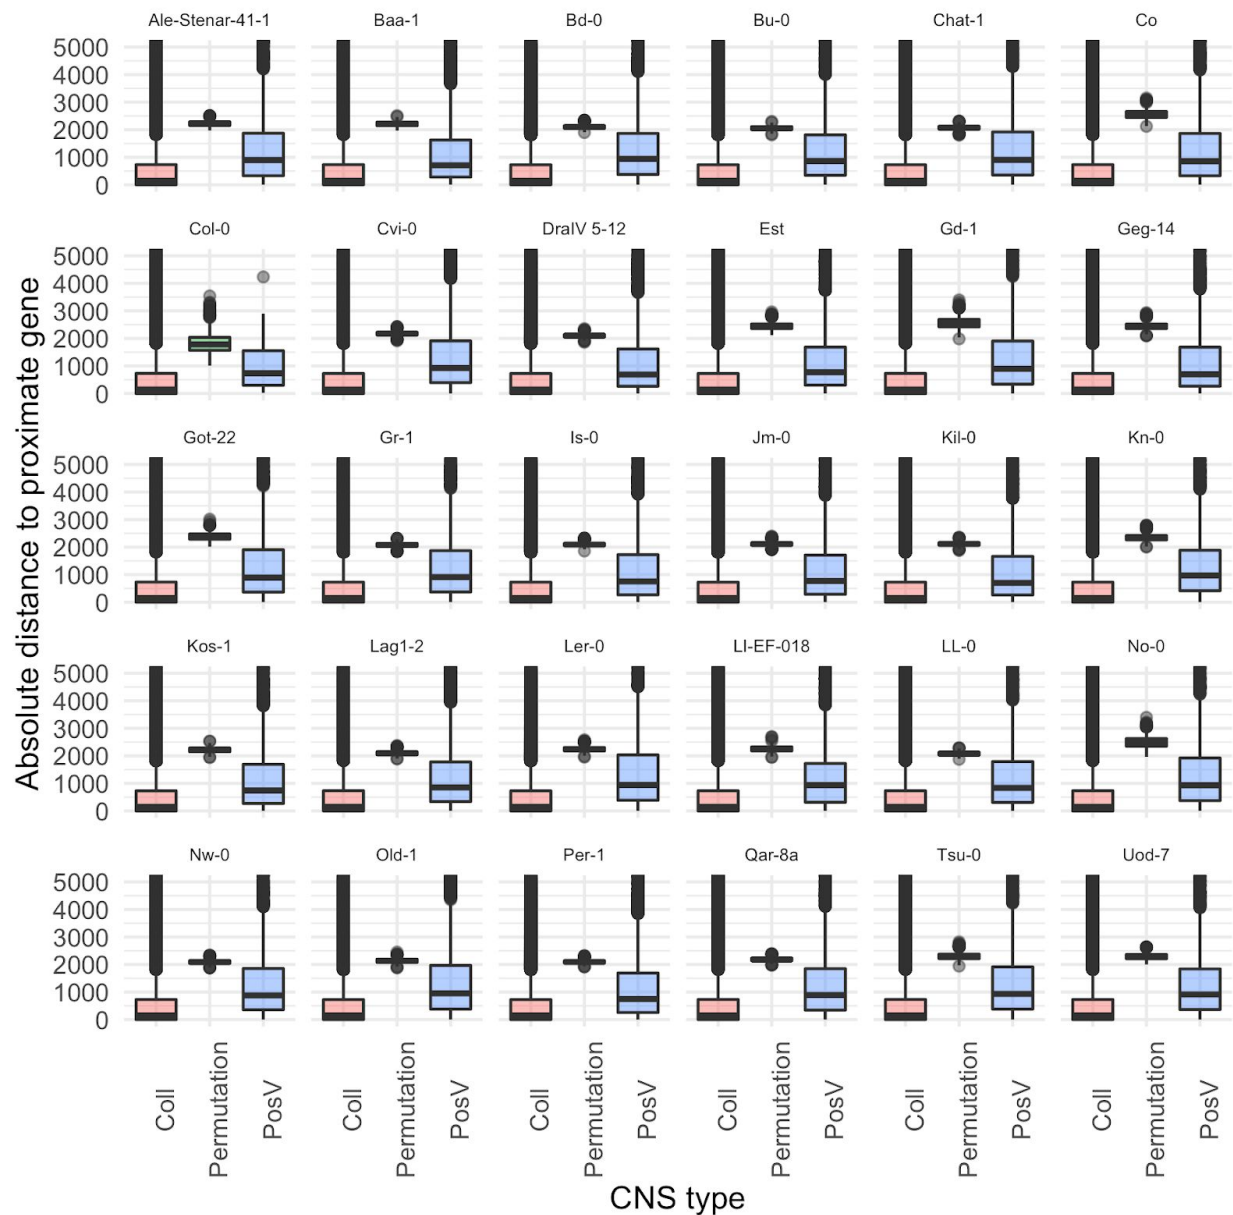

## Figure S13:

Figure S13 shows the distribution of (A/B) PiN, (C/D) PiS, and (E/F) PiN/PiS across three classes of genes. The three classes are defined based on the number of CNS associated with them relative to the reference genotype Col-0. The “gain” class genes are orthologous genes in accessions that have more CNS associated with them relative to Col-0. “loss” class genes have less CNS associated with them relative to the reference and “same” genes have the exact same amount. Panels A,C, and E display data for every gene with an ortholog in all thirty accessions (n=20,096). Panels B,D, and F filter these orthologs to cases where there are at least two accessions in each gene class for a given ortholog.

A

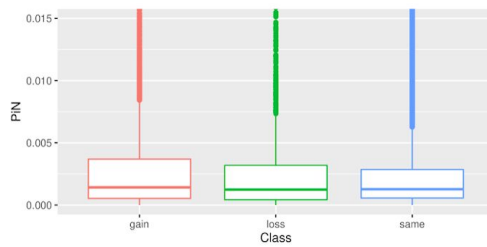

B

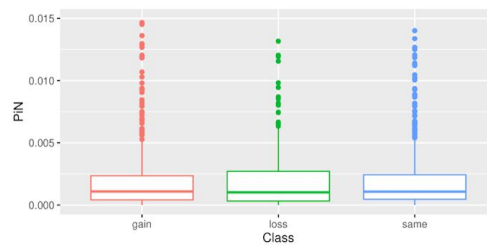

C

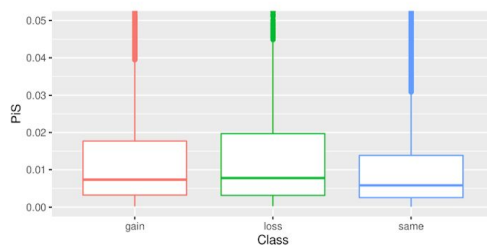

D

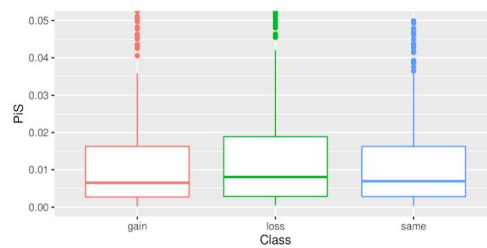

E

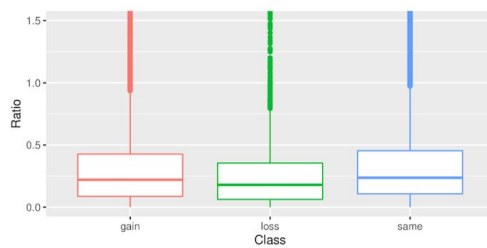

F

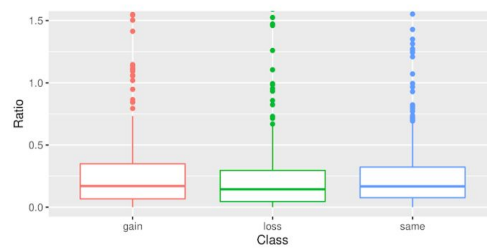

Figure S14:

Figure S14 plots the distance from each CNS separately for all thirty genomes to the proximate repeat annotated by MAKER2 (Holt and Yandell 2011). Collinear CNS and PosV CNS are plotted separately. The locations of PosV CNS have been permuted across the genome 100 separate times (PosV\_permutation).

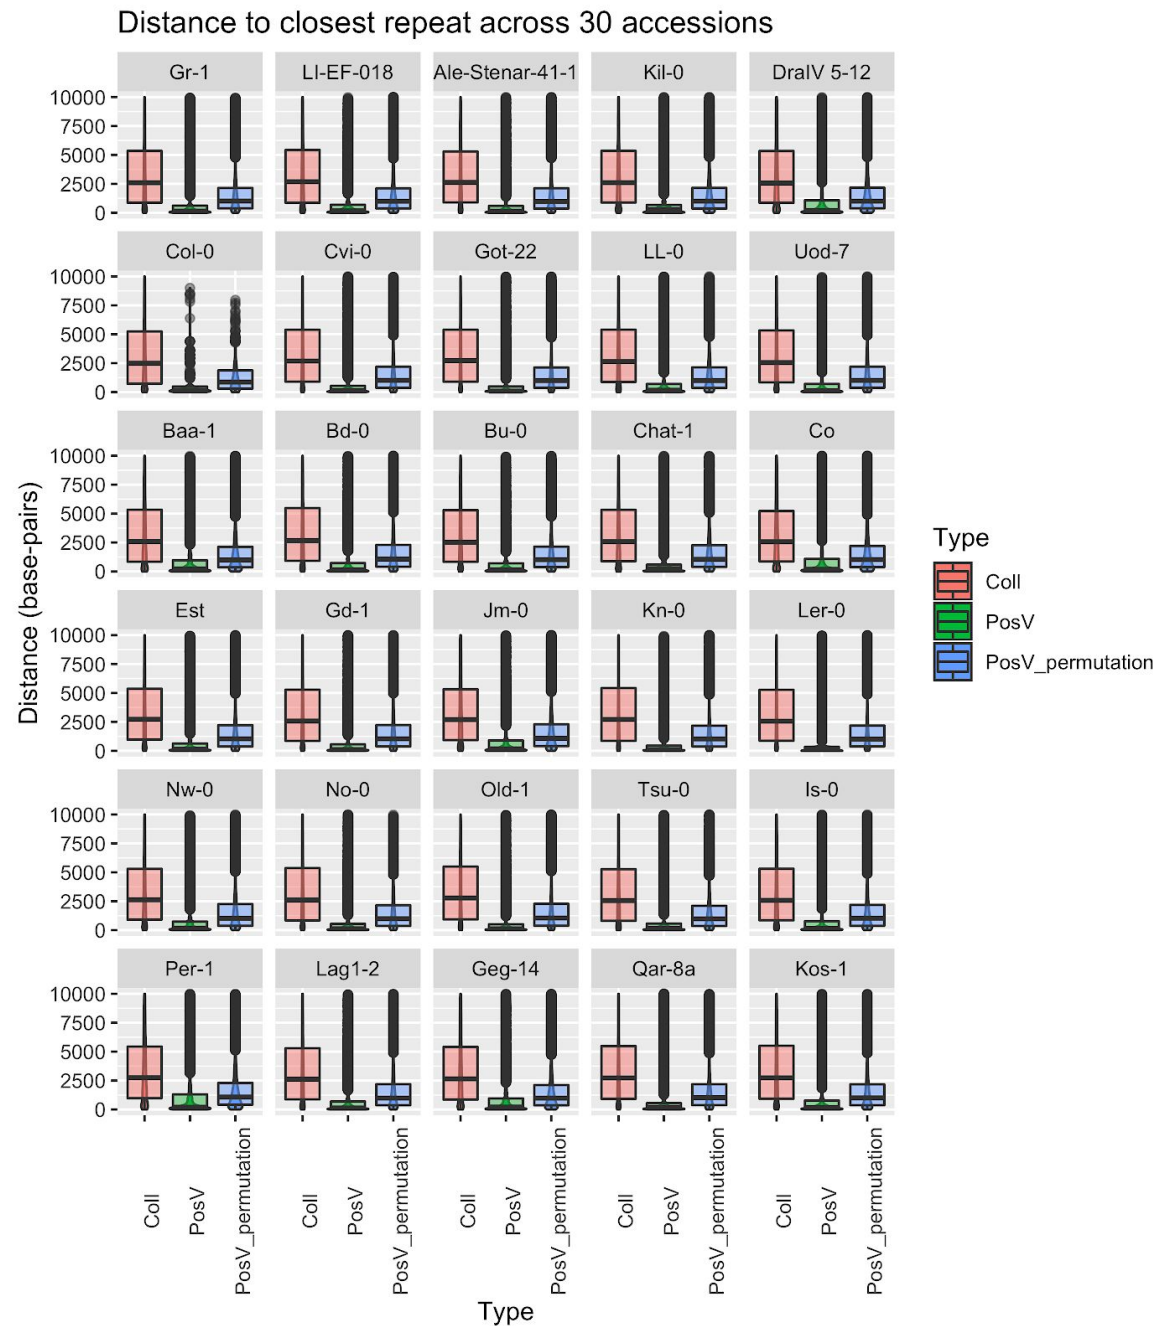

Figure S15:

Figure S15 compares the distribution of CNS counts across all genes in this study between different duplication classifications. This compares the distributions only considering genes with at least one CNS associated with them. The data displayed here is discrete. Therefore a smoothing factor was applied for clarity. The boxplot overlain on the distribution however, aligns on integers representing the 25th, 50th, and 75th percentiles. Whiskers extend 1.5x the interquartile range ( $Q3 - Q1$ ). Duplicate classifications were taken from (Wang et al. 2013).

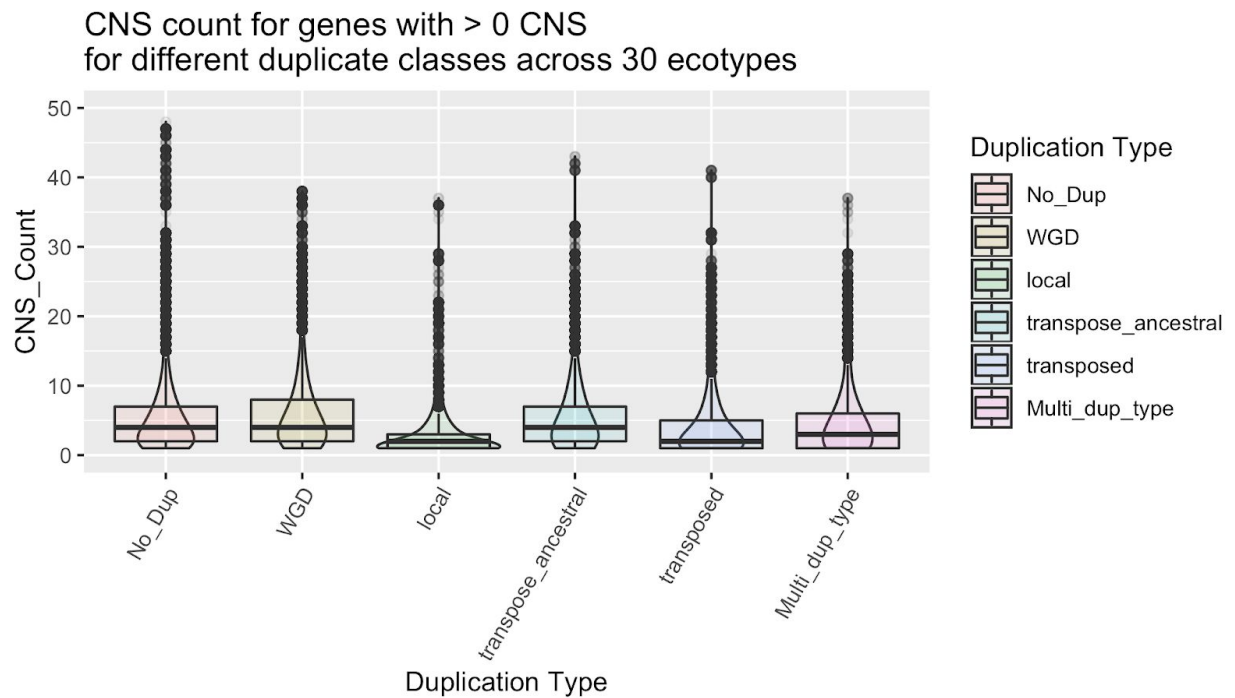

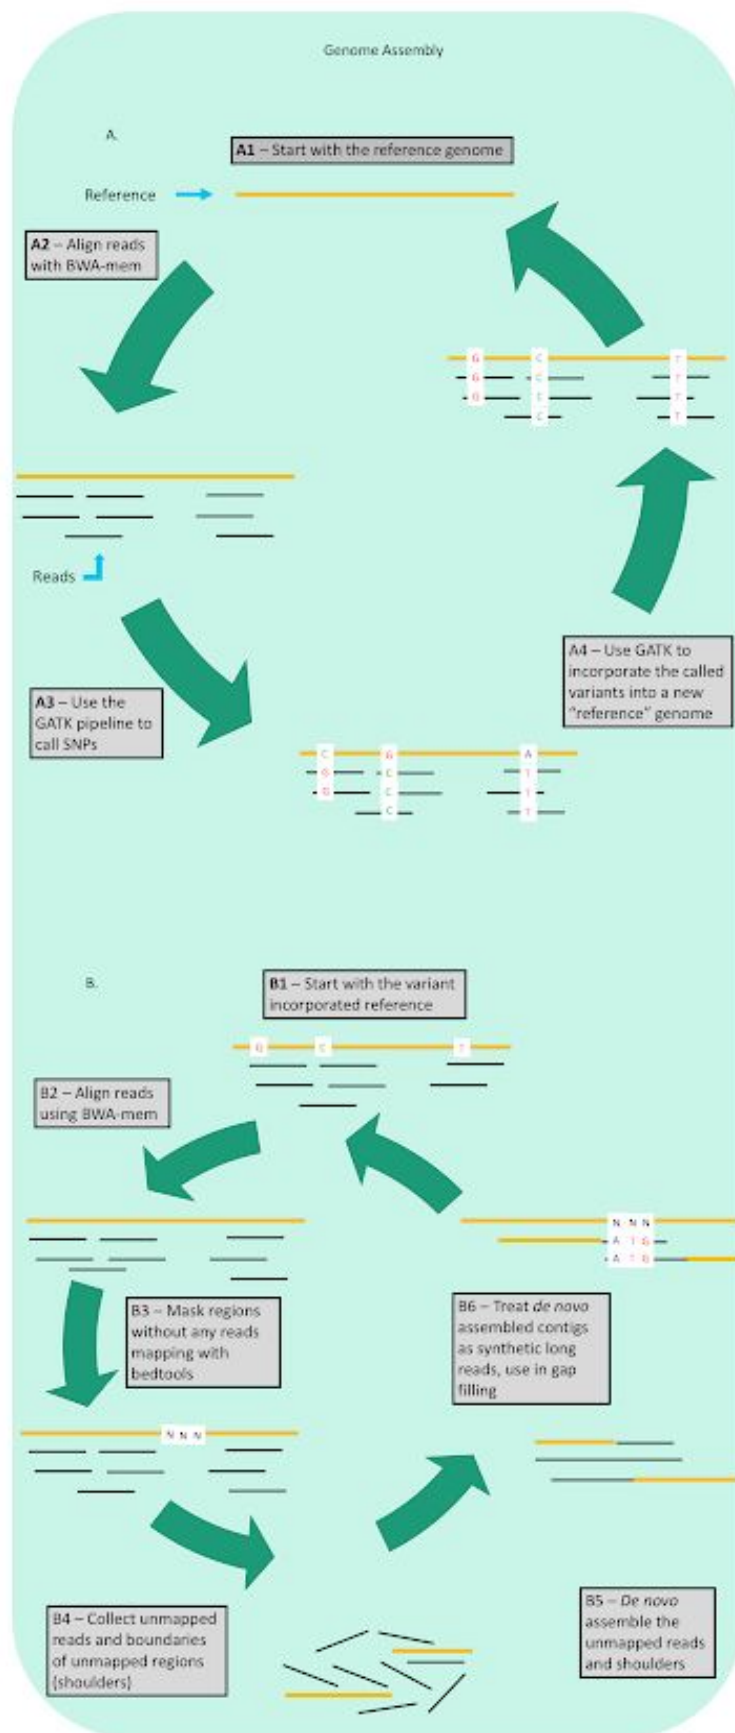

Figure S16:

Figure S16 provides a graphic of the hybrid reference-guided de novo assembly pipeline used in this study.

- 1001 Genomes Consortium. 2016. 1,135 Genomes Reveal the Global Pattern of Polymorphism in *Arabidopsis thaliana*. *Cell* 166:481–491.
- Conway JR, Lex A, Gehlenborg N. 2017. UpSetR: an R package for the visualization of intersecting sets and their properties. *Bioinformatics* 33:2938–2940.
- Emms D. M. KS. 2018. OrthoFinder2: fast and accurate phylogenomic orthology analysis from gene sequences. *bioRxiv* [Internet]. Available from: <http://dx.doi.org/10.1101/466201>
- Holt C, Yandell M. 2011. MAKER2: an annotation pipeline and genome-database management tool for second-generation genome projects. *BMC Bioinformatics* 12:491.
- Taiyun Wei And. 2017. R package “corrplot”: Visualization of a Correlation Matrix (Version 0.84). Available from: <http://dx.doi.org/https://github.com/taiyun/corrplot>
- Wang Y, Tan X, Paterson AH. 2013. Different patterns of gene structure divergence following gene duplication in *Arabidopsis*. *BMC Genomics* 14:652.

# Supplementary material for: Evolution of Conserved Noncoding Sequences in Arabidopsis thaliana
**Source:** Mol Biol Evol. 2021 Feb 10;38(7):2692–703. doi: 10.1093/molbev/msab042
**Supplement:** msab042_Supplementary_Data

**Title: Evolution of conserved noncoding sequences in *Arabidopsis thaliana***

**Alan E. Yocca<sup>1,2</sup>, Zefu Lu<sup>3</sup>, Robert J. Schmitz<sup>3</sup>, Michael Freeling<sup>4</sup>, Patrick P. Edger<sup>2,5</sup>**

## Selection of accessions

Accessions were selected to capture great genetic variability in the *A. thaliana* species. Therefore, at least one accession was selected from each of the nine admixture groups defined by the 1001 Genomes Consortium (1001 Genomes Consortium 2016). Seventeen accessions were selected based on availability of high read depth genomic data. Eighteen accessions had ATAC-sequencing data available (Table S2).

## CNS length distribution

The length of each CNS was calculated with a custom perl script as shown below.

```
``` $ ./fasta_length_dist_vect.pl -f <input fasta> -o <output> ```
```

The resulting list of lengths was visualized using ggplot2 (Wilkinson 2011) in R v3.5.0 (R Core Team 2018) using the `geom_density()` function as shown in `athal_cns_line_graphs.Rmd`.

# Genome Assembly

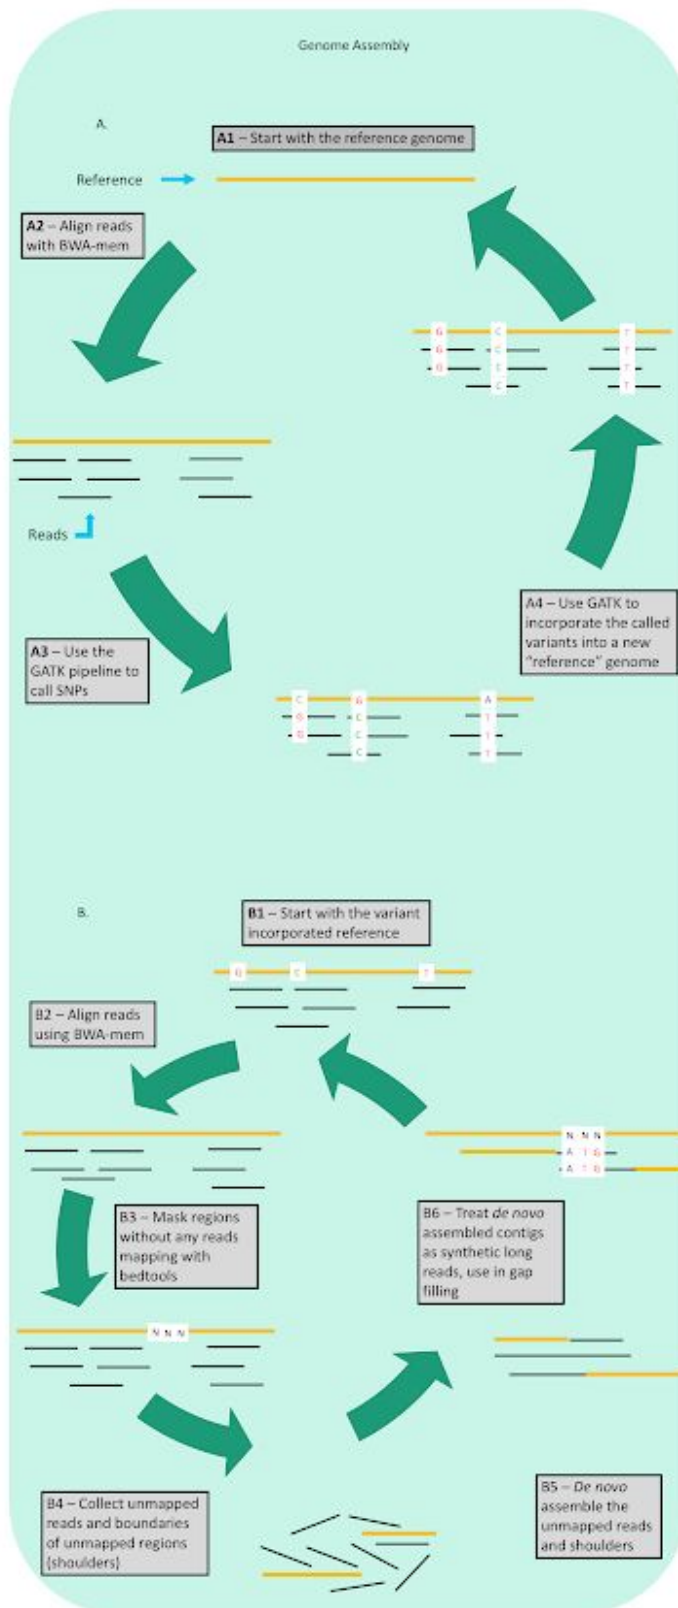

Figure S19: Figure S19 provides a graphic of the hybrid reference-guided *de novo* assembly pipeline used in this study.

A hybrid reference guided and *de novo* assembly approach was taken to assemble the genomes of 30 (29 wild accessions, plus the reference Col-0) separate *Arabidopsis thaliana* accessions. 150 base-pair paired-end reads were retrieved from the NCBI SRA (Table S2). Indexes were created for the genomes to which reads were mapped using SAMTools/1.17 (Li et al. 2009) and BWA/0.7.17 (Li and Durbin 2009) using the following example commands.

```
``` $ samtools faidx
${CONSENSUS_PATH} ```
``` $ bwa index -p ${BWA_INDEX}
${CONSENSUS_PATH} ```
```

The reads were mapped to the TAIR10 reference genome using BWA-MEM default parameters and an arbitrary string as a read tag so tools used in later analyses would not raise exceptions.

```

...
$ bwa mem -R '@RG\tID:group1\tSM:sample1\tPL:illumina\tLB:lib1\tPU:unit1' \
  -t 39 \
  ${BWA_INDEX} \
  ${READ_DIR}/${LINE}_1_paired.fastq \
  ${READ_DIR}/${LINE}_2_paired.fastq \
  > 06_SAM/${TAG}.sam
...

```

The resulting SAM files were converted to sorted BAM files using Picard Tools v2.18.1 (Anon).

```

...
$ java -jar $EBROOTPICARD/picard.jar \
  SortSam \
  INPUT=06_SAM/${TAG}.sam \
  OUTPUT=07_BAM/${TAG}.bam \
  SORT_ORDER=coordinate
...

```

The resulting BAM file was indexed using SAMTools. All indexing of BAM files was performed using the following template command.

```

``` $ samtools index ${TAG}.bam ```

```

PCR optical duplicates were marked using Picard Tools. The output BAM file was indexed using SAMTools.

```

...
$ java -jar $EBROOTPICARD/picard.jar \
  MarkDuplicates \
  M=07_BAM/${TAG}_dup_stats.txt \
  I=07_BAM/${TAG}.bam \
  REMOVE_DUPLICATES=true \
  O=07_BAM/${TAG}_markdup.bam
...

```

Single Nucleotide Polymorphisms (SNPs) were called using GATK (McKenna et al. 2010). First, insertions and deletions were locally realigned using GATK IndelRealigner. First, realignment target regions were identified.

```
...  
$ java -jar $EBROOTGATK/GenomeAnalysisTK.jar \  
    -T RealignerTargetCreator \  
    -R ${CONSENSUS_PATH} \  
    -I 07_BAM/${TAG}_markdup.bam \  
    -o 07_BAM/${TAG}.intervals  
...
```

Then, realignment was performed on those regions. The realigned BAM file was indexed with SAMTools.

```
...  
$ java -jar $EBROOTGATK/GenomeAnalysisTK.jar \  
    -T IndelRealigner \  
    -R ${CONSENSUS_PATH} \  
    -I 07_BAM/${TAG}_markdup.bam \  
    -targetIntervals 07_BAM/${TAG}.intervals \  
    -o 07_BAM/${TAG}_realign.bam  
...
```

SNPs were identified using GATK UnifiedGenotyper.

```
...  
$ java -Xmx10g -Djava.io.tmpdir=./${LINE}_tmp \  
    -jar $EBROOTGATK/GenomeAnalysisTK.jar \  
    -R ${CONSENSUS_PATH} \  
    -T UnifiedGenotyper \  
    -I 07_BAM/${TAG}_realign.bam \  
    --out 12_VCF/${TAG}.vcf \  
    --num_threads 39 \  
    --genotype_likelihoods_model BOTH \  
    --sample_ploidy 2 \  
    --defaultBaseQualities 30  
...
```

The resulting VCF file was filtered using VCFUtils.pl (lh).

```
...  
$ ${SCRIPT_DIR}/vcfutils.pl \  

```

```

varFilter 12_VCF/${TAG}.vcf \
> 12_VCF/${TAG}_vf.vcf
...

```

A consensus sequence was called by incorporating the high confidence SNPs into the reference sequence using GATK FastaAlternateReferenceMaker.

```

...
$ java -jar $EBROOTGATK/GenomeAnalysisTK.jar \
-T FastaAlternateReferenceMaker \
-R ${CONSENSUS_PATH} \
-o 08_consensus/${TAG}.fasta \
-V 12_VCF/${TAG}_vf.vcf
...

```

The resulting consensus sequence was used as the reference sequence for the next round of iterative read mapping. This iterative read mapping and consensus calling method was performed three times, as the number of SNPs between the reads and the consensus after three rounds did not decrease significantly. This completed the reference guided component of the genome assembly

The third consensus genome for each accession was used for further assembly. Reads from each accession were mapped to their respective consensus sequence as described above. Read depth coverage was calculated across the genome to identify regions in the consensus sequence where no reads were mapped.

```

...
$ bedtools genomecov -bga \
-ibam 07_BAM/${TAG_LAST}.bam \
> 13_BED/${TAG_LAST}_all.bed

$ grep -w 0$ 13_BED/${TAG_LAST}_all.bed > 13_BED/${TAG_LAST}_empty.bed
...

```

Areas in the consensus sequence where no reads were mapped were hard masked using BEDTools/2.27.1 (Quinlan and Hall 2010).

```

...
$ bedtools maskfasta -fi ${CONSENSUS_PATH} \
-bed 13_BED/${TAG_LAST}_empty.bed \
-fo ${CONSENSUS_PATH_BASE}_masked.fasta
...

```

Unmapped reads were collected using a combination of SAMTools and SeqTK (lh).

```

...
$ samtools view -S -f4 07_BAM/${TAG_LAST}.bam \
    > 09_UNMAPPED/${TAG_LAST}_um.sam
$ cut -f1 09_UNMAPPED/${TAG_LAST}_um.sam \
$ seqtk subseq ${READ_DIR}/${LINE}_1_paired.fastq \
    09_UNMAPPED/${TAG_LAST}_um_ids.lst \
    > 09_UNMAPPED/${TAG_DIR}/${TAG_DOT}.1.um.fastq
$ seqtk subseq ${READ_DIR}/${LINE}_2_paired.fastq \
    09_UNMAPPED/${TAG_LAST}_um_ids.lst \
    > 09_UNMAPPED/${TAG_DIR}/${TAG_DOT}.2.um.fastq
...

```

200 base-pairs of unmasked sequences flanking masked regions were also extracted using two custom perl scripts `split_fasta_by_Ns.pl` and `fasta_shoulder.pl`.

```

...
$ ./split_fasta_by_Ns.pl \
    -f ${CONSENSUS_PATH_BASE}_one_line.fasta \
    -o ${CONSENSUS_PATH_BASE}_split.fasta
$ ./fasta_shoulder.pl \
    -f ${CONSENSUS_PATH_BASE}_split.fasta \
    -o ${CONSENSUS_PATH_BASE}_split_shoulder.fasta \
    --min 50 --length 200
...

```

These sequences were added to the unmapped read files as synthetic short reads. The unmapped sequences and shoulder sequences were fed into MaSuRCA-3.2.6\_6.2 (Zimin et al. 2013) for *de novo* assembly. The resulting contigs likely contained sequences that overlapped the unmasked shoulders and masked regions. These were treated as “synthetic long reads”.

The masked consensus sequence was used as a reference for gap filling with the “synthetic long reads” using PBJelly. Six rounds of gap filling were performed, where the previous round of gap filling was used as the reference for the next round. After six rounds, PBJelly was no longer able to fill any more gaps for most accessions. To keep assemblies consistent across accessions, six rounds of gap filling were performed in each accession. The shell script used to perform the iterative gap filling is `viigf_pbj.sbatch`.

We generated an independent assembly of Col-0 to serve as a control for false positive PAV CNS. For newly positioned CNS, PosV, we arbitrarily defined Col-0 positions to be the reference. When a non-reference accession has a CNS at a position not in Col-0, we label that CNS as PosV. The independent Col-0 assembly (Col-0') was analyzed for variation using the same methods as the other accessions. As Col-0' and the reference Col-0 genome should have

identical CNS structure, few differences are expected due to methodological differences in assembly and annotation pipelines. Of the 62,916 CNS analyzed, there were only 26 found absent in Col-0' (PAV), compared to an average of 163 displaying PAV in the other accessions examined. More strikingly, only 31 CNS exhibited PosV in Col-0', compared to an average of 910 (~1.45% total CNS) exhibiting PosV per accession. Therefore, our assembly method identified novel PosV and PAV events which are unlikely caused simply by false positive identification attributable to poor or biased assembly quality.

## CNS annotation

CNS were annotated in each genome with the BLAST (Altschul et al. 1997) program combined with stringent filtering. CNS themselves were filtered for only those associated with a gene in the TAIR10 annotation. Additionally, CNS showing evidence of encoding any sort of non coding RNA were removed. We did not include non coding RNA loci, as these constitute a minority of identified CNS and likely obey separate functional constraints than the majority of CNS since RNA loci encode for a functional transcribed product. To increase the confidence in CNS annotations, all CNS below 15 base-pairs in length were dropped. After querying each accession's genome with the final set of 62,916 CNS, the resulting hits were filtered to remove any match with a bit score lower than 28.2. Specifically, this corresponds to an exact 15 base-pair match. Hits were also dropped if they covered < 60% of the length of the CNS considered in that hit. Hits on separate chromosomes were also removed.

After stringent filtering of BLAST outputs, any CNS without a hit was considered to exhibit PAV in that accession.

These steps were also followed for the reference genome to allow for accurate annotation of the CNS position in the reference. This annotation was used in comparison with that of each accession to determine CNS which exist outside of syntenic CNS blocks with a block size of 5. This was determined using the MCScanX program (Wang et al. 2012). The script used for CNS annotation in an accession is `at_cns01_comp_pipe_cmd.sh`. As collinearity was the determining factor in PosV CNS annotation, no minimum distance was required for the classification of a CNS as exhibiting PosV.

## Association of CNS with genes

CNS were associated with their proximate gene based on distance regardless of strand. This was performed using BEDTools/2.27.1 "closest" function. The inputs were CNS annotations in BED format and gene annotations in BED format. CNS associations were done separately for collinear CNS and PosV CNS, however this would not affect the results. Keeping them in separate files aided in downstream analysis. Below is an example command used to associate all CNS in the "CNS.bed" file with their proximate gene in the "gene.bed" file:

...

```
bedtools closest -d -t all -a CNS.bed -b gene.bed > CNS_proximate_gene_closest.txt
```

...

The -t flag reports all in case of ties. Therefore, the same CNS can be counted for two separate genes. We found this to be the case in ~10 CNS per accessions out of a total >64,000 therefore representing a negligible effect. The output of the above command was used to both count the number of CNS associated with each gene, and to calculate the distribution of different classes of CNS around genes.

Importantly, we kept the same gene assignments as discovered in Col-0 for collinear CNS. Therefore, CNS-gene association differences in an accession from Col-0 reflect loss and transposition events only.

## Number of CNS associated with each gene:

The output from the `` bedtools closest`` command was used to calculate the number of CNS associated with each gene using the custom script gene\_cns\_count.pl. Briefly, this script reads in a file listing CNS annotations and their proximate gene annotations. For each gene, it counts the number of CNS for which it is the proximate gene. Below is an example command used to count the number of CNS associated with each gene in a given accession:

...

```
$ ./gene_cns_count.pl --closest_bed ${bedtools_closest_output}.bed \  
    --fasta ${accession}.cds --output ${accession}_gene_cns_count.txt \  
    --posv_only --spec_file ${accession}_posv_list.txt --spec_tag PosV
```

...

## ATAC peak calling

ATAC peaks were identified using MACS2 (Zhang et al. 2008). The script to execute the command below is macs2.sh. 

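The headers of all 96 peak lists state a q-value cutoff of 0.05, and the highest q-value of a nuclear peak in them was 0.0499. The share of peaks with a q-value of 0.001 or less ranged from 92.9% in Gd-1 to 99.8% in Jm-0 among the retained accessions other than Tsu-0. In No-0 it was 97.1%, in Old-1 85.1% and in Nw-0 70.2%. Peaks with q-values between the cutoff in the headers and that of the paper were not used here, since the lists end at the former.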

Peaks with a q-value of 0.1 were used after manually inspecting various peak calling threshold calls against mapped reads. 

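The width of the listed peaks was compared between accessions, a measure chosen after the data were seen. In the retained accessions other than Tsu-0, 3.01% to 15.8% of the peaks were exactly as wide as the fragment length that MACS2 used, the smallest width it lists. The share was 69.1% in Nw-0, 30.8% in Old-1 and 11.9% in No-0. The mean number of wider peaks per file was 12769 in Nw-0, 8056 in Old-1 and 6026 in No-0, against 4820 in Chat-1 and 20935.5 in Jm-0, the lowest and highest of the retained accessions other than Tsu-0. The median width of all peaks was 140 bp in Nw-0, 181 bp in Old-1 and 245 bp in No-0, against 211 bp in Bd-0 and 277 bp in Col-0 at the ends of the range in the same retained accessions. Peaks with a summit pileup of 5 tags or fewer made up 22.1% of the Nw-0 peaks and 4.34% of the Old-1 peaks, and at most 0.202% in a retained accession other than Tsu-0.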

Visual inspection of ATAC-sequencing data led to the removal of three accessions (Nw-0, Old-1, and No-0; Table S1) due to visual inconsistencies between peak calls and sequencing coverage. We still provide files for these accessions, however they were not used to calculate summary statistics. Example visualizations for each accession are included in the dryad submission.

...

```
$ macs2 callpeak \  
-t ${BAM} -g 1.35e8 --keep-dup all \  
-n ${OUTPUT} \  
-q ${QVALUE}
```

...

## Accessible region overlap

The number of CNS overlapping ATAC peaks was performed using BEDTools v2.27.1 (Quinlan 2014). We specify at least half the length of a CNS must overlap with an ATAC peak to be considered overlapping.

```
...  
$ bedtools intersect -a ${CNS}.bed -b ${ATAC}.peaks.narrowPeak -f 0.5 >  
${CNS}_overlap_atac.bed  
...
```

## Accessible region overlap enrichment

To test for the enrichment of accessible regions overlapping CNS, permutations were performed. By shuffling CNS annotations randomly across the genome, we can generate a distribution of CNS annotations overlapping accessible regions based on chance. Random shuffling of CNS annotations 10,000 times for each accession generated a distribution of the expected number of CNS annotations overlapping accessible regions. Therefore, the true observed overlap between CNS annotations and accessible regions can be compared to this distribution to identify the percentile in the random distribution at which our observed values lie. 

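The shuffling of CNS annotations measures how many CNS would lie in accessible regions if their positions were random. A count of this kind was made from the peak lists with intervals of 30 bp placed at random over the nuclear chromosomes. At least 0.5 of the length of an interval had to lie in a peak. Scaled to the number of CNS, the count gave 724 CNS in Chat-1, 2437 CNS in Col-0 and 3069 CNS in Jm-0. It uses the same peaks and genome length as the number expected from the genome share, so it had to come close and does not test that number. When the peaks of the 4 replicates were merged, the number expected from the genome share was 1138 CNS in Chat-1, 3263 CNS in Col-0 and 3532 CNS in Jm-0. The positions and lengths of the CNS in each accession were not used here.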

A percentile value of 1 indicates the observed overlap between CNS annotations and accessible regions exceeds any random overlap across 10,000 permutations. Additionally, we compare the observed overlap of CNS annotations and accessible regions to the mean of the 10,000 permutations. Dividing these values gives us the fold-enrichment over random expectation.

## Col-0 Ortholog identification

Syntenic orthologs were identified using JCVI Utilites Library (Tang et al. 2017) between each accession and the reference accession Col-0. The cds sequence of each pair was aligned using MUSCLE v3.8.31 (Edgar 2004).

## Subsampling to estimate population level variation captured

To estimate the amount of CNS variation events in the population, CNS variation (PAV and PosV) events were randomly subsampled. For each number of accessions, from 1 to 30, a random subset of taxa was taken 1,000 times. If there were less than 1,000 combinations for a given number of accessions, all possible combinations were taken. For a given random sample, the PAV and PosV CNS were concatenated separately. The number of unique PAV or PosV CNS was calculated from the concatenated list and recorded. The graph generated displays the average unique CNS count across the 1,000 random samples at each number of accessions.

The same procedure was followed for gene variation. The code used to produce these plots are in the R-markdown file `athal_cns_line_graphs.Rmd`.

We also estimated the expected number of unique CNS PAV and PosV events using the same permutation, however for each permutation, selecting a random set of CNS of similar size.

## Determining bias in PosV location

To determine if PosV CNS were preferentially found near genes, we performed a permutation test similar to that performed for calculating the enrichment of CNS overlap with ATAC peaks. We shuffled the PosV annotations across each accession's genome and calculated the distribution of distances from the shuffled CNS to the proximate gene. We compared these distributions to the observed distribution of PosV CNS distances to their proximate gene. This revealed a strong preference for PosV CNS to be closer to genes than expected by chance.

## PCA

Principal Component Analysis was performed with the R `prcomp()` function. We decided not to scale variance, as CNS variability is not normally distributed. The code used for this analysis can be found in the file `athal_pca.Rmd`. Bioclimatic variables were obtained using the code found in the accompanying file `athal_bioclim.Rmd`. PCA clustering was also performed on SNP data obtained from the 1001 Genomes Consortium (1001 Genomes Consortium 2016).

## RNA-Sequencing

RNA sequencing data was taken for five accessions (Kn-0, Tsu-0, Ler-0, No-0, Col-0), from GSE30814 (Gan et al. 2011). Reads were mapped to their respective assembly using HISAT2/2.1.0 on default parameters (Kim et al. 2015). The resulting SAM file was converted to a BAM file using Picard Tools v2.18.1 as described above. The BAM file was converted to a count matrix using StringTie/1.3.5 along with the accompanying script `prepDE.py` with minor modifications to handle variable gene names (Pertea et al. 2015). The expression matrices were used to identify differentially expressed genes for each accession to the reference Col-0 using the R package DESeq2 using code provided in the file `athal_cns_rna_seq.Rmd` (Love et al. 2014).

## Motif Enrichment

Enriched motifs were identified using HOMER (Heinz et al. 2010). Enrichment was performed for each accession separately as well as all accessions combined. For each set of accessions, enrichment was performed on PAV CNS and PosV CNS separately. The background set of sequences was set to a set of random sequences given the same composition of the query sequence using the `scrambleFasta.pl` script provided with HOMER. An example command is shown:

```

...
scrambleFasta.pl ${FASTA} \
> ${SCRAMBLE_DIR}/${fasta_base}_scramble.fasta
...

```

Motif enrichment was performed using the following command:

```

...
findMotifs.pl \
${FASTA} \
fasta \
${OUTPUT} \
-fasta ${SCRAMBLE_DIR}/${fasta_base}_scramble.fasta \
-mset plants \
-p 20
...

```

## Calculation of random occurrences of Kmers

The probability of a random Kmer in a given string was calculated using the following formula in R.

```

...
Pr <- function(N, A, k, t) {
  return(choose(N - t*(k - 1), t)/A^(t*k))
}
Pr(135000000, 4, 15, 1)
...

```

“N” represents the size of the string. “A” represents the number of possible characters (four in our case for each of the standard nucleotide bases). “k” represents the size of the Kmer. “t” is the number of occurrences you are testing for (one in our case). This function was taken from

<https://github.com/wikiselev/bioinformatics-algorithms/wiki/Kmer-expected-number-of-occurrences-in-a-DNA-string>.

This is a conservative calculation, as it does not include any sequence composition bias, nor does it account for the genome occurring in five separate chromosomes.

## Gene annotation

Gene prediction was performed using MAKER version 2.31.9 (Holt and Yandell 2011) under the parameters shown in the example control file (maker\_opts.ctl).

## Repeat analysis

Repeat annotations were collected from the output of MAKER2 (Holt and Yandell 2011). The distance for each CNS to the closest repeat annotation was calculated using BEDTools v2.27.1 (Quinlan 2014):

```
...  
bedtools closest -d -t all -nonamecheck -a ${cns}.bed -b ${repeat}.bed >  
${overlap}.bed  
...
```

We generated an expected distribution by permuting the location of PosV CNS ten times for each accession. The aggregate of all these permutations is plotted in Figure S16 and S17.

## Cruciferous gene identification

We were interested in the rate of gene PAV compared to the rate of CNS PAV. As our set of query CNS exists across a set of nine cruciferous taxa, obtaining a comparable rate of gene PAV must only include genes identifiable in each of these given taxa. Orthofinder2 was used to identify these genes. Briefly, peptide files for each species used in Haudry et al 2013 were collected from the following sources:

Table S4: Table S4 lists the species and source of each peptide file used to identify a set of genes present in each species used to identify CNS by Haudry et al 2013.

Orthofinder2 was run with the following command with the `SEARCH` variable set to the diamond algorithm.

```

...
./orthofinder -f ${DIR} -S ${SEARCH} -t ${THREADS}
...

```

## Long-read genome comparison

We were interested whether publicly available long read genomes would return similar results. Therefore, we downloaded long-read genome assemblies for seven *A. thaliana* ecotypes and processed them with the same pipeline run on our genome assemblies to identify PAV and PosV CNS (Wen-Biao Jiao & 2020). Two of these seven accessions were identical to those for which we generated assemblies. Results are shown in Table S5 and Table S6. PAV and PosV CNS between our assemblies and the long read assemblies overlap greatly. The five long-read assemblies representing accessions for which we did not generate assemblies contained PAV and PosV CNS estimates in line with ours (Table S2: Yocca, et. al. minimum PAV CNS = 128, maximum PAV CNS = 333, minimum PosV CNS = 744, maximum PosV CNS = 1321).

Table S5: Table S5 displays the counts of PAV CNS identified searching long read genome assemblies from Jiao, Schneeberger 2019. Additionally, if available, we report the number of PAV CNS identified in the long-read genome assembly also found in our genome assembly. N/A indicates we did not generate an assembly for the given accession.

Table S6: Table S6 displays the counts of PosV CNS identified searching long read genome assemblies from Jiao, Schneeberger 2019. Additionally, if available, we report the number of PosV CNS identified in the long-read genome assembly also found in our genome assembly. N/A indicates we did not generate an assembly for the given accession.

## Independent occurrence of CNS variation

If CNS variation occurred randomly, we expect 4,567 and 21,699 different CNS to be lost and positionally variable respectively in at least a single accession. We arrive at this figure using the Linearity of Expectation which states the expected value of the sum of random variables is equal to the sum of their individual expected values (<https://brilliant.org/wiki/linearity-of-expectation/>). Therefore, we can separately calculate the probability we observe a CNS display PAV or PosV (separate expectation calculations) in at least one of our twenty-nine wild accessions. Summing this probability across all CNS gives us the expected number of distinct CNS displaying PAV (4,566.33) or PosV (21,698.48) if these draws were random. Code to calculate these expectations can be found in `athal_cns_line_graphs.Rmd`.

## PiN/PiS calculation

PiN and PiS we calculated using the program dNdSpiNpiS\_1.0. Individual genes were split according to the number of CNS associated with a gene in a given accession relative to the reference genotype. For example, all accessions for which the gene ATXGNNNNN has less CNS associated with it than the reference genotype were put in the same file and aligned. This resulted in PiN/PiS values across gene alignments for three different classes of genes: Those “losing” a CNS relative to the reference, those “gaining” a CNS relative to the reference, and those with the same amount of associated CNS relative to the reference. This resulted in three different classes for comparison: gain, loss, and same.

## Nucleotide Diversity Calculation

Nucleotide diversity was calculated using the dendropy package implemented in python (Sukumaran and Holder 2010). The same alignments used for the PiN/PiS analysis were loaded using the `dendropy DnaCharacterMatrix.get()` function. The `dendropy nucleotide_diversity()` function was used to calculate nucleotide diversity values for each of these alignments. Nucleotide diversity values for the different types of alignments (gain, loss, and same as defined above) were compared. The code used in this analysis can be found in the file `nucleotide_diversity_calc.py`.

## Bioclimatic Associations

A background model for relatedness across *Arabidopsis thaliana* lines was generated from genome-wide SNP polymorphism data amongst the 1001 genome project lines ([https://1001genomes.org/data/GMI-MPI/releases/v3.1/1001genomes\\_snp-short-indel\\_only\\_AC GTN.vcf.gz](https://1001genomes.org/data/GMI-MPI/releases/v3.1/1001genomes_snp-short-indel_only_AC GTN.vcf.gz)). Vcftools was used to parse a subset of markers for those that were biallelic, indel-free, had MAF>0.05, a call rate>=75%, quality>=30 and a depth>=5 (Danecek et al. 2011). TASSEL5 (Bradbury et al. 2007) was then used to convert this subset vcf to hapmap format and

GAPIT (Lipka et al. 2012) generated a 3-axis background PCA of kinship. Separately we recoded presence absence variation and positional variation (1/0 to G/A) and again used GAPIT to generate a PCA of PAV and POSV - primarily focussing on PC1 for both cases as a proxy for PAV/POSV phenotype. We then generated a series of linear regression models with PAV/POSV phenotype as the dependent variable and (i) 3 PCA kinship axes, (ii) 3 PCA kinship axes + Bioclim1, as independent variables. The Pearson correlation coefficients with/without Bioclim1 as a covariate are reported.

- 1001 Genomes Consortium. 2016. 1,135 Genomes Reveal the Global Pattern of Polymorphism in *Arabidopsis thaliana*. *Cell* 166:481–491.
- Altschul SF, Madden TL, Schäffer AA, Zhang J, Zhang Z, Miller W, Lipman DJ. 1997. Gapped BLAST and PSI-BLAST: a new generation of protein database search programs. *Nucleic Acids Res.* 25:3389–3402.
- Anon. Picard Tools - By Broad Institute. Available from: <http://broadinstitute.github.io/picard/>
- Bradbury PJ, Zhang Z, Kroon DE, Casstevens TM, Ramdoss Y, Buckler ES. 2007. TASSEL: software for association mapping of complex traits in diverse samples. *Bioinformatics* 23:2633–2635.
- Danecek P, Auton A, Abecasis G, Albers CA, Banks E, DePristo MA, Handsaker RE, Lunter G, Marth GT, Sherry ST, et al. 2011. The variant call format and VCFtools. *Bioinformatics* 27:2156–2158.
- Duarte JM, Wall PK, Edger PP, Landherr LL, Ma H, Pires JC, Leebens-Mack J, dePamphilis CW. 2010. Identification of shared single copy nuclear genes in *Arabidopsis*, *Populus*, *Vitis* and *Oryza* and their phylogenetic utility across various taxonomic levels. *BMC Evol. Biol.* 10:61.
- Edgar RC. 2004. MUSCLE: multiple sequence alignment with high accuracy and high throughput. *Nucleic Acids Research* [Internet] 32:1792–1797. Available from: <http://dx.doi.org/10.1093/nar/gkh340>
- Gan X, Stegle O, Behr J, Steffen JG, Drewe P, Hildebrand KL, Lyngsoe R, Schultheiss SJ, Osborne EJ, Sreedharan VT, et al. 2011. Multiple reference genomes and transcriptomes for *Arabidopsis thaliana*. *Nature* 477:419–423.
- Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK. 2010. Simple Combinations of Lineage-Determining Transcription Factors Prime cis-Regulatory Elements Required for Macrophage and B Cell Identities. *Molecular Cell* [Internet] 38:576–589. Available from: <http://dx.doi.org/10.1016/j.molcel.2010.05.004>
- Holt C, Yandell M. 2011. MAKER2: an annotation pipeline and genome-database management tool for second-generation genome projects. *BMC Bioinformatics* 12:491.
- Kim D, Langmead B, Salzberg SL. 2015. HISAT: a fast spliced aligner with low memory requirements. *Nat. Methods* 12:357–360.
- lh. lh3/samtools. *GitHub* [Internet]. Available from: <https://github.com/lh3/samtools>
- lh. lh3/seqtk. *GitHub* [Internet]. Available from: <https://github.com/lh3/seqtk>
- Li H, Durbin R. 2009. Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics* 25:1754–1760.
- Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, 1000 Genome Project Data Processing Subgroup. 2009. The Sequence Alignment/Map

- format and SAMtools. *Bioinformatics* [Internet] 25:2078–2079. Available from: <http://dx.doi.org/10.1093/bioinformatics/btp352>
- Lipka AE, Tian F, Wang Q, Peiffer J, Li M, Bradbury PJ, Gore MA, Buckler ES, Zhang Z. 2012. GAPIT: genome association and prediction integrated tool. *Bioinformatics* 28:2397–2399.
- Love MI, Huber W, Anders S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15:550.
- McKenna A, Hanna M, Banks E, Sivachenko A, Cibulskis K, Kernytsky A, Garimella K, Altshuler D, Gabriel S, Daly M, et al. 2010. The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data. *Genome Res.* 20:1297–1303.
- Pertea M, Pertea GM, Antonescu CM, Chang T-C, Mendell JT, Salzberg SL. 2015. StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat. Biotechnol.* 33:290–295.
- Quinlan AR. 2014. BEDTools: The Swiss-Army Tool for Genome Feature Analysis. *Current Protocols in Bioinformatics* [Internet] 47:11.12.1–11.12.34. Available from: <http://dx.doi.org/10.1002/0471250953.bi1112s47>
- Quinlan AR, Hall IM. 2010. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26:841–842.
- R Core Team. 2018. R: A language and environment for statistical computing. *R Foundation for Statistical Computing* [Internet]. Available from: <https://www.R-project.org/>
- Stamatakis A. 2015. Using RAXML to Infer Phylogenies. *Current Protocols in Bioinformatics* [Internet]:6.14.1–6.14.14. Available from: <http://dx.doi.org/10.1002/0471250953.bi0614s51>
- Sukumaran J, Holder MT. 2010. DendroPy: a Python library for phylogenetic computing. *Bioinformatics* 26:1569–1571.
- Tang H, Krishnakumar V, Li J, Tiany, MichelMoser, Maria, Yim WC. 2017. tanghaibao/jcvi: JCvi v0.7.5. Available from: <https://zenodo.org/record/846919>
- Wang Y, Tang H, Debarry JD, Tan X, Li J, Wang X, Lee T-H, Jin H, Marler B, Guo H, et al. 2012. MCScanX: a toolkit for detection and evolutionary analysis of gene synteny and collinearity. *Nucleic Acids Res.* 40:e49.
- Wen-Biao Jiao &. 2020. Chromosome-level assemblies of multiple Arabidopsis genomes reveal hotspots of rearrangements with altered evolutionary dynamics. *Nat. Commun.* [Internet]. Available from: <http://dx.doi.org/> <https://doi.org/10.1038/s41467-020-14779-y>
- Wilkinson L. 2011. ggplot2: Elegant Graphics for Data Analysis by WICKHAM, H. *Biometrics* [Internet] 67:678–679. Available from: <http://dx.doi.org/10.1111/j.1541-0420.2011.01616.x>
- Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nussbaum C, Myers RM, Brown M, Li W, et al. 2008. Model-based Analysis of ChIP-Seq (MACS). *Genome Biology* [Internet] 9:R137. Available from: <http://dx.doi.org/10.1186/gb-2008-9-9-r137>

Zimin AV, Marçais G, Puiu D, Roberts M, Salzberg SL, Yorke JA. 2013. The MaSuRCA genome assembler. *Bioinformatics* [Internet] 29:2669–2677. Available from: <http://dx.doi.org/10.1093/bioinformatics/btt476>

How the deposited data were processed for this re-analysis (not part of the article)

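The data are 96 lists of ATAC-seq peaks from leaf samples of *Arabidopsis thaliana*, with 4 files for each of 23 accessions and for untreated Col-0. The headers of the untreated files name naked DNA, so this group is not taken as a sample of leaf chromatin. The condition of each sample was taken from its label. Of the 17 accessions matched to Table S1, 14 retained and 3 excluded, 10 have a label equal to the name there. The other 7 labels lack the numbered suffix, and they include all 3 excluded accessions. Bur was kept apart from Bu-0 of Table S1, because the names differ in more than the suffix. The 6 accessions outside Table S1 were used for the relation of peaks to depth, for the comparison of sequences and of pileups between accessions, and for the observations that close the text.

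The authors mapped the reads and called peaks with MACS2 version 2.1.2 on each file, without a control library, with all duplicates kept and with a q-value cutoff of 0.05. The paper states that reads were aligned to the respective genome of each accession. The authors' lists give the significance of each peak as -log10 of the p-value and -log10 of the q-value. They also give the authors' fold enrichment, the ratio of the pileup at the summit to the local background of the same library. The deposited pileup is the height of the extended tags at the summit, not scaled between libraries. The number of tags and the fragment length were read from the headers.

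The nuclear genome length used for shares was 119146348 bp, the sum of the 5 reference chromosomes. Overlapping peaks within a file were merged before bases were counted, and chloroplast and mitochondrial peaks were left out. Calculations used Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. The depth per file ranged from 373 to 31077560 tags, and the number of tags within a group varied by at most 7.49% of its mean. The lists hold no counts outside peaks, so no interval or detection floor from counts was computed except for the scaling of a Col-0 peak to the depth of Tsu-0.

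Replicates were compared through summits within 50 bp of each other and with a summed pileup of at least 40 tags. The dispersion index is the mean squared deviation of a file's pileups from its share of the summed pileups, over that of binomial draws from one library. Pairs with fewer than 50 such summits, all of them in Tsu-0, were left out. The code was tested on simulated data. All 200 of 200 simulated pairs of draws from one library had an index within 0.1 of 1, and all 200 of 200 simulated pairs of different libraries had an index above 1.5. The exact test of 3 accessions against 14 gave a p under 0.05 in 21 of 500 simulations without a difference and in 496 of 500 with a shift of 3 SD. In the files, 106 of the 138 pairs had an index under 0.9, lower than in the simulated draws from one library, and why it lies under 1 was not tested. The simulation drew counts without calling peaks, so its range need not hold for summits listed in both files. The weaker peaks, and peaks listed in a single file, are outside this comparison, which covered 5.80% to 84.6% of the peaks of the smaller file. The index gave no sign that the files of an accession differ beyond sampling noise at the summits compared. File-level tests between accessions that had been designed with files as samples were therefore not used at the claims.

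The excluded and retained accessions were compared by two-sided exact permutation tests of the difference in means over all 680 regroupings, with Benjamini-Hochberg adjustment over 4 tests. A further test of 5 designed for this family, the share of peak bases that also lie in an untreated Col-0 peak, was left out because the files use different genome sequences. The chance number of CNS was compared with Table S1, and the number of peaks with the number of tags, by Pearson and Spearman correlation with permutation tests of 100000 resamples. The genes named are those the paper names at its ATAC-seq claims, AT5G45500, AT5G08370 and AT5G08380, a rule set before the data were examined, as were the tests and the alternatives unless the text says otherwise. Neighbours and symbols of these genes come from the reference annotation.

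The alternatives were stricter q-value cutoffs of 0.01 and 0.001, each replicate left out, organelle sequences included, Bur taken as Bu-0, the union of the replicates, regions found in at least 2 replicates, the assembly lengths of Table S2, randomly placed intervals of 30 bp, the retained accessions alone, overlap of at least 0.5 of a peak's length, the replicate number as a block, and a region of 3 kb. The overlap of CNS with peaks, the enrichment of PosV CNS and the depth profiles of Fig. 3C need the positions of CNS and genes in each assembly or read coverage and were not analysed here.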

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

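The tests of overlap with untreated Col-0 peaks and of distance to gene starts were designed with their outcome unknown, and every other test in this part was chosen only after the result was seen. In 24 groups of 4 files, 96 values of tags, peaks, genome share and fold enrichment were checked for a file far from the others of its group, and 7 were found where chance gives about 5. A pattern in these 7 values therefore carries little weight. No biological explanation was tested for them, since the files of a group share the accession and the label.

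Replicate 2 lay below the other replicates in 3 of these cases. Chat-1 replicate 2 had 1615256 tags, against 1655163 to 1659721 in the others. Est replicate 2 had 1.67% of the genome in peaks, against 1.75% to 1.76%, and Hi replicate 2 had 5564 peaks, against 5801 to 5829. Replicate 2 had the fewest tags in 3 of 3 of these accessions (explanation tested: fewer tags in replicate 2). For Chat-1 this restates the observation, and replicate 2 had the fewest tags in 21 of all 24 groups, so the test cannot tell whether depth lowered the genome share in Est or the peak number in Hi.

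Untreated Col-0 replicate 1 had 0.166% of the genome in peaks, against 0.146% to 0.148% in the others, although it listed 580 peaks, the fewest of the 4. Its median peak width was 257.5 bp, against 167 to 195 bp, and its fragment length was 164 bp, against 98 to 115 bp. A longer estimated fragment length may therefore account for the larger share.

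Old-1 replicate 4 listed 14771 peaks, against 10483 to 10898 in replicates 1 to 3. A call at a pileup of 4 tags, which only replicate 4 has, was tested first by leaving out peaks with a pileup under 5 tags, and replicate 4 still listed 31.0% more peaks than the mean of the others. A higher minimum of 10 tags, chosen after several minimums had been looked at, left replicate 4 at -2.64% from the mean of the others. The excess thus lay among weaker peaks, and calls near the threshold may explain it, but the cause of the lower threshold was not tested.

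Mt replicate 3 listed 18995 peaks, against 20943 to 21327 in the others, and had a median fold enrichment of 6.00, against 5.48 to 5.55. With peaks under a pileup of 7 tags left out, the lowest in replicate 3, it was still at -9.61% from the mean of the others. At a minimum of 10 tags, also chosen after looking, it was at -3.16%. Calls near the threshold may explain the lower number and, since fewer weak peaks raise the median, the higher fold enrichment, which was not tested on its own.

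The 6 accessions that Table S1 does not name had more peaks than untreated Col-0, whose files list at most 754. Whether Bur is the Bu-0 of Table S1 was not settled. The mean per file was 6226.5 in Ad-0, 6754 in Bur, 11283.5 in En-2, 5751 in Hi, 20616.5 in Mt and 14230.5 in Og. A higher depth was ruled out as a cause, since the smallest untreated file had 4.43 times the tags of the largest file of these accessions. Bur uses other sequences, so the next tests cover the 5 accessions on reference sequences. The share of their peak bases that also lay in an untreated Col-0 peak was at most 4.97%. The untreated peaks are so short in all that this share could not have passed 19.1% in any file, so the test settles nothing about shared signal. From 53.4% to 59.9% of their peaks had a summit within 500 bp of the start of a protein-coding gene. The lowest ratio to the share in 1000 shuffles of the peak positions was 2.49, whereas untreated Col-0 had 11.4% and a ratio of 0.537. That untreated Col-0 shares the reference positions rests on its sequence names, since its peaks matched those of Og in only 50% of 30 windows. These values are consistent with open chromatin at gene starts in the 5 accessions. This is a hypothesis, since shared signal was not settled, mapping bias and mislabelled samples were not tested, and for Bur no explanation other than depth was tested.

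Mt had the most peaks of these 6 accessions. Its mean number of tags was 0.736 times the highest mean among them, so depth in tags does not explain the excess. Tags stacked at one position do not explain all of it. With peaks as wide as the fragment length left out, Mt still had the most, 16925, against 13193 in Og. With all peaks counted the means were 20616.5 and 14230.5, so stacked tags may account for part of the excess. No further explanation was tested for it.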

How the results depend on the processing

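The tests that leave out Tsu-0, the log10 scale, the restriction to accessions whose label equals the name in Table S1 and the restriction to peaks wider than the fragment length were chosen after the data were seen. Of the 62 values computed under alternatives set earlier, the 13 values for the peaks near named genes left out, 60 kept their direction and their side of the 0.05 threshold or stayed within the spread between files. The exceptions were the paired test of Col-0 against untreated Col-0, given with the other values of that comparison, and the relation between the chance number of CNS and Table S1, where r fell from 0.646 to 0.402 (permutation test, p = 0.154) in the 14 retained accessions. These 14 include Tsu-0, and r was not computed for them without it, so the cause was not tested. Leaving out Jm-0 and Nw-0, the accessions farthest from the median, is not counted among the 62 values, and it also took the relation past the threshold, to r = 0.345 (permutation test, p = 0.210). Under the remaining alternatives counted there r ranged from 0.560 at a q-value of 0.001 or less to 0.684 with the union of the replicates. Without Tsu-0 it was 0.816, and in the 10 accessions with an equal label it was 0.303 (permutation test, p = 0.390), where Tsu-0 is included and no excluded accession is.

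Of the 13 values under alternatives chosen later, 8 were unchanged in the same sense. With only peaks wider than the fragment length, 3 of the differences between excluded and retained accessions reversed. The difference in peaks became -900.6, that in genome share -0.272 percentage points and that in median fold enrichment 0.0911, whereas that in the Jaccard index stayed negative at -0.120. The adjusted p of all 4 was 0.3 or higher in exact permutation tests. The cause was tested only for the number of peaks in Nw-0, of which 69.1% were exactly as wide as the fragment length. On the log10 scale, the relation between peaks and tags over 23 accessions rose from r = 0.295 (permutation test, p = 0.0856) to 0.905 (permutation test, p = 0.00469). This rests on Tsu-0, without which r on the log10 scale was 0.283 (permutation test, p = 0.197).

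Among the 4 comparisons of excluded with retained accessions, no alternative gave an adjusted p under 0.05. For the Jaccard index of peaks with a q-value of 0.001 or less, the difference was -0.140 with an unadjusted p of 0.0471 and an adjusted p of 0.188 (exact permutation test). Without Tsu-0 the difference in median fold enrichment shrank from -1.04 to -0.574.

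Col-0 had 14404.5 more peaks per file than untreated Col-0 and this difference stayed between 14297.5 and 14461 under every alternative run. With files as samples, the exact permutation test gave p = 0.0286, the smallest that 4 files against 4 allow. With the replicate number as a replicate block, the paired difference was 14404.5 and the exact sign-flip test gave p = 0.125, no longer under 0.05 but the smallest that 4 pairs allow. The tags of same-numbered files do vary together, with a correlation of 0.751 between these groups and a median of 0.791 over pairs of groups. Because the files of a group were not shown to be independent samples, neither p is taken as a test between independent samples.

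The share of peak bases in an untreated Col-0 peak in each accession, the share of Col-0 peaks near a gene start and the share of Col-0 peak regions found in another accession were not run, with their alternatives, because the files use different sequences and positions were not converted. Sign tests with the replicate number as a block at AT5G45500 and at AT5G08370 were not run either, since the 4 files count as 1 sample. The peak of Col-0 downstream of AT5G45500 was listed under every alternative run. The alternatives show no stability for the missing peaks. Stricter q-values and fewer replicates cannot add a peak between AT5G08370 and AT5G08380, where none is listed in Est or Col-0, and no other bounds of that region were run. For Tsu-0, a depth of 373 to 402 tags per file allows no peak of that height under any setting.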

Differences from the paper's values

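Values marked as the paper's come from Table S1 or from its methods. The total number of ATAC-seq reads in Table S1 was compared with the tags summed over the 4 files of an accession. In Chat-1 the paper's value is 4264580 reads and the files sum to 6586570. In Nw-0 the paper's value is 4825272 and the files sum to 3120147, in Old-1 the paper's value is 4967680 and the files sum to 3204011, and in Tsu-0 the paper's value is 10102790 and the files sum to 1549. No alternative was run for this measure.

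The mean number of CNS that overlap a peak in the paper's permutations was compared with the number expected by chance from the share of the genome in peaks. The peaks differ in their q-value cutoff, 0.1 in the paper and 0.05 here, and peaks called on pooled reads were not computed. Both were within a factor of 1.5 in Jm-0 and No-0. In Bd-0 the paper's value is 2213 and the peak lists gave 955. In Chat-1 the paper's value is 1547 against 719, in Col-0 4359 against 2425, and in Cvi-0 4617 against 1616. In Est the paper's value is 2597 against 1090 (1089.5 before rounding), in Gd-1 2855 against 1259, in Gr-1 2355 against 1065 and in Is-0 3234 against 1734. In Kil-0 the paper's value is 2828 against 1312, in Kn-0 3846 against 2205, in Ler-0 4094 against 1094 and in Nw-0 6858 against 3851. In Old-1 the paper's value is 4284 against 1330 (1329.7 before rounding), in Per-1 3608 against 2251 and in Tsu-0 4377 against 0.436.

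With the union of the peaks of the 4 replicates, an alternative set before the data were examined, the numbers came within the limit of 1.5 in 10 of these accessions. They were then 1545 in Bd-0, 1138 in Chat-1, 3263 in Col-0, 1964 in Gd-1, 1606 in Gr-1, 2395 in Is-0, 1922 in Kil-0, 3014 in Kn-0, 5615 in Nw-0 and 2886 in Per-1. The union gave 2411 in Cvi-0, 1685 in Est, 1939 in Ler-0, 2577 in Old-1 and 0.791 in Tsu-0, which left those differences open. None of the other alternatives set before the data were examined (stricter q-values, each replicate left out, organelle sequences, regions in at least 2 replicates, assembly lengths of Table S2 and intervals of 30 bp placed at random) closed the gap in any of the 15 accessions. Stricter q-values and the intervals of 30 bp could not have closed the gap, since the former only remove peaks and the latter restate the genome share.

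The paper's methods give a peak q-value of 0.1, and the headers of the files give a cutoff of 0.05. No alternative applies to this value.

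Fig. 3B of the paper shows an accession-specific peak in Est between AT5G08370 and AT5G08380. The peak lists of Est had a peak in that region in 0 of 4 files. The region was read by eye, and the nearest listed Est peak lay 3.92 kb outside it. Called on single files at a cutoff of 0.05, against 0.1 in the paper, the lists do not rule out that peak. Fig. 3A and its legend state a loss of peaks in Tsu-0 downstream of AT5G45500, and the Tsu-0 files, with 1549 tags in all, could not show a peak there.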

Other observations

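The correlation of the number of peaks with the number of tags across all accessions was set before the data were examined. All other tests in this part were chosen after the result was seen. Untreated Col-0 had a mean of 686 peaks per file and Col-0 15091, a ratio of 22.0, although the untreated files hold more tags. The headers of the untreated files name naked DNA, so the groups differ in more than the label untreated shows. With the files of a group counted as 1 sample, this difference was not tested.

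The 4 files of an accession may be repeated sequencing runs or lanes of one library. If so, the pileups of shared summits would differ by sampling noise, and the median dispersion index was 0.874, somewhat under the value of 1 for such draws and measured only at the stronger summits listed in both files. Files of different accessions, which had indices of 3.12 or more, show that the index can be higher. Whether it would be higher for separate biological samples of the same accession was not shown. A common order of the tag totals would also follow, and replicate 2 had the fewest tags in 21 of 24 groups (permutation test, p = 1e-05, the smallest that the permutations can give). Separate biological samples prepared in the same order were not ruled out by the order of the totals. How the replicates were made is not stated in the paper's text.

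The Tsu-0 files listed 3 to 6 nuclear peaks each. Few reads in the files may be the reason, since their tags sum to 0.0153% of the reads that Table S1 gives for Tsu-0. Most of the tags lay in a few places, with 65.4% of them at the summits of 2 chloroplast peaks per file.

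Nw-0 listed more peaks than any other accession. The explanation tested first was that most of its peaks are called at a low pileup. With 5 tags as the limit, 22.1% of them were, which is too few to account for the excess. The median pileup was 8 tags in each Nw-0 file and no higher limit was tested, so weak calls above 5 tags were not ruled out. A further explanation, taken up when that one failed at 5 tags, was that tags stacked at one position give peaks exactly as wide as the fragment length. Such peaks made up 69.1% of the Nw-0 peaks, and the number of wider peaks, 12769, was within the range of 4820 to 20935.5 in the retained accessions other than Tsu-0. Stacked tags, such as duplicate reads, which the authors kept, may therefore account for most of the excess. The lists do not identify duplicates, so their number was not tested, and the lower overlap between files in the excluded accessions was not explained by it.

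Across the 23 accessions, the number of peaks and the number of tags had a Pearson r of 0.295 (permutation test, p = 0.0856) and a Spearman rho of 0.327 (permutation test, p = 0.128). Without Jm-0 and Per-1, whose numbers of tags lie farthest from the median, r was 0.116 (permutation test, p = 0.565). In the 18 accessions with plain sequence names r was 0.313 (permutation test, p = 0.106), and the 5 accessions on reference sequences are too few for a correlation of their own.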
